# Ventricular, atrial, and outflow tract heart progenitors arise from spatially and molecularly distinct regions of the primitive streak

**DOI:** 10.1371/journal.pbio.3001200

**Published:** 2021-05-17

**Authors:** Kenzo Ivanovitch, Pablo Soro-Barrio, Probir Chakravarty, Rebecca A. Jones, Donald M. Bell, S. Neda Mousavy Gharavy, Despina Stamataki, Julien Delile, James C. Smith, James Briscoe

## Abstract

The heart develops from 2 sources of mesoderm progenitors, the first and second heart field (FHF and SHF). Using a single-cell transcriptomic assay combined with genetic lineage tracing and live imaging, we find the FHF and SHF are subdivided into distinct pools of progenitors in gastrulating mouse embryos at earlier stages than previously thought. Each subpopulation has a distinct origin in the primitive streak. The first progenitors to leave the primitive streak contribute to the left ventricle, shortly after right ventricle progenitor emigrate, followed by the outflow tract and atrial progenitors. Moreover, a subset of atrial progenitors are gradually incorporated in posterior locations of the FHF. Although cells allocated to the outflow tract and atrium leave the primitive streak at a similar stage, they arise from different regions. Outflow tract cells originate from distal locations in the primitive streak while atrial progenitors are positioned more proximally. Moreover, single-cell RNA sequencing demonstrates that the primitive streak cells contributing to the ventricles have a distinct molecular signature from those forming the outflow tract and atrium. We conclude that cardiac progenitors are prepatterned within the primitive streak and this prefigures their allocation to distinct anatomical structures of the heart. Together, our data provide a new molecular and spatial map of mammalian cardiac progenitors that will support future studies of heart development, function, and disease.

## Abstract 2

This study combines single-cell transcriptomic with lineage tracing and live-imaging in mouse to explore the origin of the heart in the gastrulating mouse embryo, revealing that each heart chamber (left and right ventricles, atria and outflow tract) has a distinct embryonic origin, and enabling mapping of the spatial and temporal emergence of each of these subpopulations.

## Introduction

The cells that comprise different parts of an organ can arise from distinct origins and acquire their fate at different times during ontogeny. In the case of the heart, 2 mesodermal derived sources of cardiac progenitors, named the first heart field (FHF) and the second heart field (SHF), have been identified (reviewed in [1]). The FHF forms mainly the left ventricle and constitutes the initial cardiac crescent. By contrast, the cardiac progenitors of the SHF contribute to the right ventricle, outflow tract, and atria, in addition to branchiomeric muscles.

Retrospective clonal analysis has suggested that the FHF and SHF progenitors segregate either before or at the onset of gastrulation [1,2]. The analysis showed large clones spanning multiple compartments. Clones belonging to the first lineage labelled the left ventricle and other compartments except the outflow tract, while the second lineage contributed to the outflow tract, atria, and right ventricle but never to the left ventricle. Subclones within the first and second lineages were also observed. These were smaller in size and suggested that the individualisation of the different regions of the heart happens at later stages [2].

Consistent with the notion that the cardiac lineages are established during gastrulation, clonal analysis based on tracing the progeny of *Mesp1*-expressing cells, which is expressed in the primitive streak and nascent mesoderm (https://marionilab.cruk.cam.ac.uk/MouseGastrulation2018/; [3–5]), indicated that independent sets of *Mesp1*-expressing cells contribute to FHF and SHF derivatives [6,7]. These can be distinguished by their time of appearance during gastrulation, with embryonic day (E)6.5 *Mesp1+* cells supplying the FHF while SHF derivatives preferentially derive from E7.5 *Mesp1*+ cells [7]. The *Mesp1* clonal analysis resulted in clones of small sizes restricted to compartments derived from the FHF or SHF [6,7]. Thus, these observations are consistent with the existence of 2 groups of progenitors that subsequently became further restricted to specific cardiac fates in the mesoderm.

In addition to a separation between the FHF and SHF, genetic tracing experiments uncovered a distinction between the atria and ventricular progenitors. Genetic lineage tracing with the transcription factor *Foxa2* identifies a population of cardiac progenitors in the anterior primitive streak (aPS) at E6.5 that contribute to both left and right ventricles but not to the atria [8]. These results are in line with fate mapping studies in the chick, showing that the atrial and ventricular cells arise at different anterior–posterior positions in the primitive streak [9,10]. Although these analyses did not resolve the clonal relationship between the cells, these findings are compatible with a model in which sublineages within the FHF and SHF lineages already exist in the primitive streak, such that the atrial lineage is distinct from the right ventricle lineage within SHF progenitors. This would imply that 2 distinct cardiac progenitors exist solely at the epiblast stage, prior to gastrulation, and that more subpopulations of cardiac progenitors than first and second progenitors can be molecularly defined in the primitive streak. The most rigorous way to decide if this is the case is to define the location of all the cardiac progenitors in the streak and the precise embryonic stages at which they ingress. This would allow the comparison of distinct subpopulations of cardiac precursors and reveal putative molecular differences of cardiac progenitors in the primitive streak. Single-cell transcriptomic assays show *Mesp1+* cardiac progenitors diversify into molecularly distinct FHF and SHF populations at late embryonic day (E7.25) stage. This is once cells have migrated and reached their final location in the embryo [11]. The signalling environment cells encounter during and after their migration might play a role in the patterning of the cardiac progenitors into FHF and SHF domains [8,12–15]. Whether initial molecular differences between different sets of cardiac progenitors already exist in the primitive streak remains unclear.

In this study, we use genetic tracing of *T*- and *Foxa2*-expressing cells and find there is an orderly allocation of primitive streak cells first into the left ventricle progenitors at mid-streak stage, then the right ventricle progenitors at late streak stage, and finally at the no bud (OB)–early bud (EB) stage into outflow tract and atrial progenitors. Consistent with this, we identified independent sets of *Foxa2*+ cells allocated to the left ventricle and right ventricle. Allocation of cells to the outflow tract and atria happens at similar gastrulation stages but from distinct locations within the primitive streak. The outflow tract originates from distal regions of the primitive streak, while proximal regions contribute to the atria. Moreover, the outflow tract forms from primitive streak cells that initially expressed *Foxa2* but subsequently turned off *Foxa2* expression as they switched their contribution from the right ventricle to the outflow tract. Crucially, by combining single-cell transcriptomic assays with a lineage tracer to label cells supplying only the poles of the heart, we uncover molecularly distinct subpopulations of cells that correspond to progenitors for right ventricle, outflow tract, and atria in the SHF. Further single-cell transcriptomic experiments established that the primitive streak cells contributing to the ventricles and outflow tract/atria are also molecularly distinct. Thus, rather than a simple subdivision of cardiac progenitors into FHF and SHF, our analysis reveals a more elaborate map for the source of cells that form the heart with distinct spatial and temporal origins for outflow tract and atrial progenitors as well as left and right ventricular progenitors. We conclude that the cardiac progenitors are prepatterned within the primitive streak, and this prefigures their contribution to distinct anatomical structures of the heart both in time and space. These results have implications for the classification of congenital heart diseases based on the origin of malformation in a specific mesodermal lineage and for the design of in vitro methods to generate specific cardiac cells from pluripotent stem cells.

## Results

### Genetic tracing of primitive streak cells using a tamoxifen-inducible T reporter

During gastrulation, epiblast cells ingress through the primitive streak to form the mesoderm. This process occurs over an extended period, from embryonic day (E)6 to E8 in the mouse. The T-box transcription factor *T* is expressed in the primitive streak and is down-regulated shortly after ingression during migration within the nascent mesoderm. To assess the developmental time points at which the *T*-expressing primitive streak cells are destined to contribute to the heart, we performed genetic tracing using an inducible *T*^*nGFP-CreERT2/+*^ mouse, expressing *CreERT2* and nuclear localised GFP (nGFP) downstream of the endogenous *T* [16], in combination with the *R26R*^*tdTomato/+*^ reporter mice (*T*^*nEGP-CreERT2/+*^*; R26R*^*tdTomato/+*^, Fig 1A) [17].

**Fig 1:**
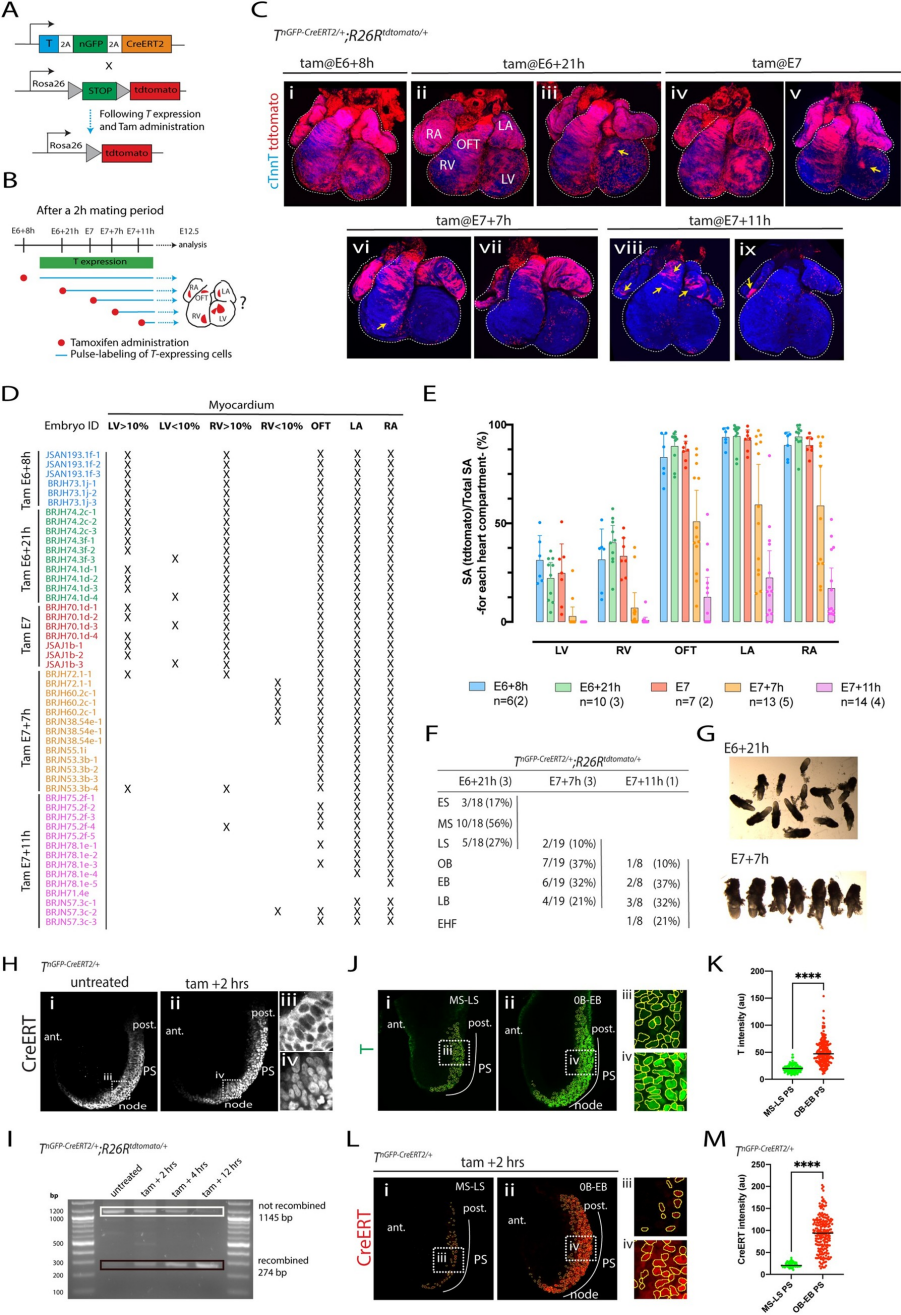
Genetic tracing of the *T+* primitive steak cells. **(A)** Schematics of the *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ allele [16]. Cre-ERT2 is expressed in cells expressing *T*. In the presence of tamoxifen, Cre protein is translocated to the nucleus where it recombines the *R26R*^*tdTomato/+*^ reporter. As a result, the cell and its descendants are permanently labelled. **(B)** Diagram of the experimental approach. *T*-expressing cells and their descendants are labelled, from E6+21h, E7, E7+7h and E7+11h by administrating a dose of tamoxifen (Tam) to *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ mice (0.08 mg/body weight via oral gavage). Cell descendants in the myocardium are analysed at E12.5. **(C)** Representative hearts resulting from the administration of tamoxifen at different time points in *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ immunostained with cTnnT to reveal the cardiomyocytes (blue). Yellow arrows identify small patches of tdTomato positive cardiomyocytes in the LV (iii and v), in the RV (v), and in the outflow tract and atria (vii and viii). Views are ventral. Single epicardial cells are labelled in each condition. **(D–E)** Summary of all *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ hearts examined. The contribution of the *T-*expressing cells to the different compartments of the heart is quantified by measuring the proportion of tdTomato-positive myocardium. Numbers in brackets in (E) represent the number of litters assessed. Error bars are SD. The data underlying (D–E) can be found in S1 Source Data. **(F)** Stage variation quantified according to Downs and Davies criteria [20]. Number in brackets represents the number of litters assessed. All the timed matings were for 2-hour periods. (**G**) Embryos collected at E6+21h or E7+7h showing variation in stage. ((**H**) Representative *T*^*nGPF-CreERT2/+*^embryos untreated or tamoxifen treated for 2 hours mice (0.08 mg/body weight via oral gavage) and immunostained with oestrogen receptor. Insets (iii) and (iv) are magnified view from (i) and (ii), respectively. (**I**) PCR amplicons generated from the genomic region in which Cre-mediated recombination occurs, resolved on an agarose gel. Before recombination, the PCR product is 1,145 bp (white rectangle); after recombination, it is 274 bp (black rectangle). Template gDNA was extracted from either an ear clip of an adult *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ mouse (untreated) or *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ embryos dissected at 2, 4, and 12 hours following oral gavage with Tamoxifen, as labelled. An increase in the proportion of the recombined band can be seen over time following Tamoxifen administration. The data underlying (I) can be found in S1 Raw image. (**J**) Representative *T*^*nGPF-CreERT2/+*^embryos at the MS-LS and OB-EB stages, immunostained with. (iii) and (iv) are magnified views in (i) and (ii), respectively. (**K**) Quantification of T intensity in single segmented nuclei from embryo shown in (J). The data underlying (K) can be found in S2 Source Data. (**L**) Representative *T*^*nGPF-CreERT2/+*^embryos at the MS-LS and OB-EB stages treated with tamoxifen for 2 hours (0.08 mg/body weight via oral gavage) and immunostained for oestrogen receptor. (iii) and (iv) are magnified views in (i) and (ii), respectively. (**M**) Quantification of Oestrogen receptor intensity in single segmented nuclei from the embryos shown in (L). The data underlying (M) can be found in S2 Source Data. Embryos in J (i) and (ii) and in L (i) and (ii) were immunostained together and imaged under similar conditions. ant., anterior; cTnnT, cardiac troponinin T; EB, “early bud” stage; EHF, early head fold; LA, left atria; LB, “late bud stage”; LS, late-streak; LV, left ventricle; MS, mid-streak; OB, “no bud” stage; OFT, outflow tract; post., posterior; PS, primitive streak; RA, right atria; RV, right ventricle. Scale bar: 200 μm.

We first assessed how long tamoxifen activity persists after administration by oral gavage in a pregnant mouse. We administered tamoxifen (0.08 mg/bw) at E5, approximately 24 hours before the initial onset of *T* expression in the primitive streak [18]. We detected recombined tdTomato-expressing cells within mesodermal derivatives including the heart tube, head mesenchyme, and endothelium, albeit at a low density, in E8.5 embryos (S1A Fig). Thus, the activity of the tamoxifen persists for at least 24 hours at this dose.

### Primitive streak cells contribute first to the ventricles and subsequently to the outflow tract and atria myocardium

We next administered single doses of tamoxifen *T*^*nEGP-CreERT2/+*^*; R26R*^*tdTomato/+*^ at successive stages of gastrulation. We reasoned this would result in pulse-labelling of most populations of *T*-expressing cells from the time of administration for at least 24 hours (Fig 1B). The fate of their progeny could then be followed and the developmental stages during which primitive streak cells contribute to the left and right ventricle, atria, and outflow tract could be deduced. To gain better control over the embryonic stages, we synchronised mice in estrus and mated them over short periods of 2 hours for all the experiments (from 7 AM to 9 AM; vaginal plugs were checked at 9 AM and positive were defined as E0). To quantify the contribution of the *T*-expressing cells to the heart, we measured the surface area occupied by the tdTomato-positive cells in the heart myocardium at E12.5 and within each cardiac chamber.

An early administration of tamoxifen at E6+8h resulted in the population of left and right ventricles, outflow tract, and atria with tdTomato-expressing cardiomyocytes (in 6 out of 6 hearts analysed; Fig 1Ci, 1D, and 1E). The contribution of tdTomato-positive cardiomyocytes to the left and right ventricle was similar (left ventricle: 31.4% ± 12.4; right ventricle: 31.6% ± 15.5, mean ± SD, *p*-value: ns). Contribution to the outflow tract and atria was the highest, covering almost their entirety in all cases (83.8% ± 11.7 and 91.7 ± 5.9, mean ± SD, for outflow tract and atria, respectively).

An administration at E6+21h or E7 also resulted in tdTomato-expressing cardiomyocytes in the left and right ventricles, outflow tract, and atria (in 17 out of 17 hearts analysed; Fig 1Cii–1Cv, 1D, and 1E). In these cases, the contribution of the tdTomato-positive cells to the left ventricle was lower, on average, than to the right ventricle (for E6+21h, left ventricle: 22.2% ± 11.1; right ventricle: 40.2% ± 12.2 and for E7, left ventricle: 24.8% ± 16, and right ventricle: 33.4% ± 9.9, mean ± SD, *p*-value: 0.004). Contribution to the outflow tract and atria continued to be the highest in all cases (89.1% ± 8.4 and % 94.1 ± 6.9, mean ± SD, for outflow tract and atria, respectively). Variability in embryonic stages within litters at the time of tamoxifen administration can explain the variability in the results (see below). For example, in 4/17 hearts, tdTomato-expressing cardiomyocytes populated less than 10% of the total left ventricle surface area. In those hearts, the proportion of tdTomato-positive cardiomyocytes found in the right ventricle was high (Fig 1Ciii, 1Cv, and 1D). We never observed the reverse where a lower proportion of tdTomato-positive cardiomyocytes was found in the right ventricle compared to the left ventricle (Fig 1D). These results suggest that subsets of the embryos at E6+21h and E7 were at more advanced embryonic stages, with most left ventricle precursors having already left the primitive streak with right ventricular precursors remaining in the primitive streak.

Next, we asked if tamoxifen administration at a later time point would result in the absence of tdTomato-expressing cardiomyocytes in the left ventricle and right ventricle. We administered tamoxifen at E7+7h. tdTomato-expressing cardiomyocytes were detected in the left ventricle in only 2/13 hearts (Fig 1D). tdTomato-positive cardiomyocytes were detected more frequently in the right ventricle, in 7/13 hearts (Fig 1D). However, these cells covered less than 5% of the total right ventricle surface area (yellow arrow in Fig 1Cvi and 1E), except for the 2 hearts in which we also detected tdTomato-expressing cardiomyocytes in the left ventricle. These results indicate that left ventricle and most right ventricle precursors have left the primitive streak by E7+7h. In these embryos, tdTomato-expressing cardiomyocytes were evident in the outflow tract and atria in 13/13 hearts, covering in some cases between 72.8% and 94% of the total surface area of the outflow tract and atria, including hearts without tdTomato-expressing cardiomyocytes in the left ventricle and right ventricle. These results suggest that most outflow tract and atria precursors are still located in the primitive streak at stages after the ventricular precursors have already left the primitive streak.

Finally, when tamoxifen was administered at a later stage (E7+11h), the contribution of the tdTomato-expressing cardiomyocytes to the outflow tract and atria was lower (Fig 1Cviii–1Cix and 1E, 12.6% ± 17.4 and 19.7% ± 20.8). In all cases, these embryos lacked tdTomato-expressing cells in the left and right ventricles. In 5/14 hearts, tdTomato-expressing cells were absent in the outflow tract but present in the atria, albeit in low numbers. The reverse, i.e., tdTomato-expressing cells found only in the outflow tract but not in the atria, was never observed, suggesting that the atrial precursors are the last cardiomyocyte precursors to leave the primitive streak.

Combining the *T*^*nEGP-CreERT2/+*^ transgene with the R26^mGFP/+^ reporter [19] produced similar results (S2A Fig). An early tamoxifen administration (at E6+8h) led to mGFP-positive cardiomyocytes populating the left ventricle myocardium. When we administered tamoxifen late (E7+7h), no mGFP cardiomyocytes were identified in the left ventricle myocardium. We observed mGFP cardiomyocytes in the outflow tract and atria in both conditions.

To analyse variability in embryonic stages at the time of tamoxifen administration, we dissected litters of *T*^*nEGP-CreERT2/+*^*; R26R*^*tdTomato/+*^ embryos at E6+21h and E7+7h and staged embryos according to morphological landmarks using the dissecting brightfield microscope [20]. As expected, we found a range of stages for each time point. Litters dissected at E6+21h included early (17%), mid (56%), and late-streak stages (27%). Litters dissected at E7+7h included late streak (10%), OB (37%), EB (32%), and late bud stages (LB, 21%) (Fig 1F and 1G). Whole-mount immunostaining for the oestrogen receptor ERT revealed CreErt2 in the nucleus within 2 hours of oral gavage of tamoxifen (0.08 mg/bw) (Fig 1H and S3Ai–S3Avi Fig). PCR analysis showed that the *R26R*^*tdTomato/+*^ locus was recombined (Fig 1I and S4Ai–S4Aii and S4B Fig).

Together, these results indicate that cardiac progenitors ingress in an orderly sequence through the primitive streak. Left ventricle progenitors leave the primitive streak first, at the mid-streak stage, followed by right ventricle progenitors at the late-streak stage. Outflow tract and atrial precursors leave the primitive streak at subsequent stages, starting around the OB stage.

### *T* is expressed at a low level in ventricular progenitors and at higher levels in atrial and outflow tract progenitors

Ventricular progenitors were captured less efficiently than the outflow tract and atria progenitors in *T*-lineage tracing experiments. This prompted us to quantify T and Cre protein expression levels in embryos collected at the mid to late streak stages, when ventricular progenitors reside in the streak, and OB to EB stages, when outflow tract and atria progenitors reside instead in the streak. All primitive streak cells express *T*. However, we found that primitive streak cells at the mid to late streak stages express lower levels of T protein compared to the OB and EB stages (Fig 1Ji–1Jiv and 1K). The transgenic *T*^*nEGP-CreERT2/+*^ embryo showed a similar pattern, with lowest Cre (Fig 1L and 1M) and nGFP signal at the mid-late streak stage (compare GFP levels in S4Ai and S4Aii Fig). These results suggest why not all ventricular progenitors are captured by our *T*-lineage tracing experiments.

### Late primitive streak cells/atrial progenitors contribute to posterior regions of the first heart field and differentiate early into cardiomyocytes

The FHF contributes mainly to the left ventricle in addition to a minority of the atria [21,22], and our late *T*-lineage tracing at E7+7h may have missed these FHF atrial progenitors. This prompted us to test whether the descendants from the late E7+7h also populated the FHF. We assayed cardiac troponinin T (cTnnT), to mark FHF cells, since these differentiate early into cardiomyocytes to establish the cardiac crescent. We found in 5 out of 9 embryos analysed, sparse tdTomato-expressing cardiomyocytes located in posterior regions of the cardiac crescent or prospective inflow (Fig 2Ai–2Aiv). No tdTomato-expressing cardiomyocytes were found in anterior regions of the cardiac crescent in any of the embryos examined. tdTomato-positive cells could also be found in the endoderm (blue arrows in Fig 2Aii). Furthermore, analysis at the heart tube stage reveals that late E7+7h *T* cell descendants were populating the inflow regions of the heart tube (in 3 out of 4 embryos; Fig 2Bi and yellow arrows in Fig 2Bii). A sparse contribution to the endocardium was also noted (blue arrows in Fig 2Biii). We conclude that a subset of the late *T*-expressing cells/atrial progenitors are recruited to posterior regions of the FHF and differentiate early into cardiomyocytes.

**Fig 2:**
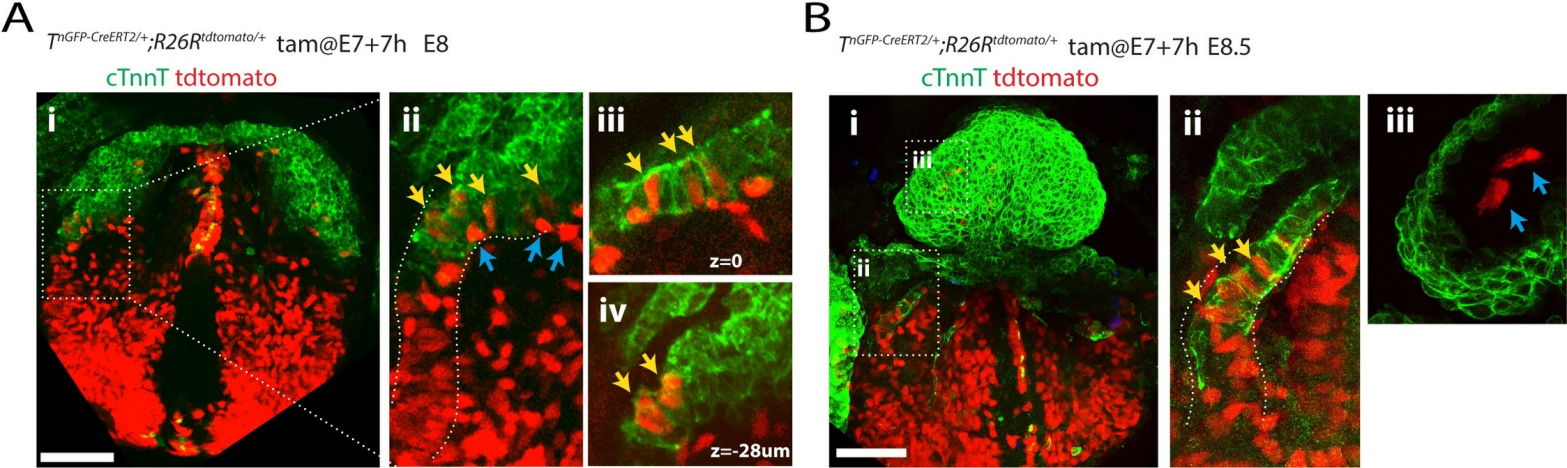
Descendants from late E7+7h T-positive primitive streak cells contribute to posterior regions of the FHF. **(A, B)** Representative embryos resulting from the administration of tamoxifen at E7+7h in *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ immunostained with cTnnT to reveal the cardiomyocytes of the first heart field (green) (A) and heart tube (B). Yellow arrows identify tdTomato-positive cardiomyocytes in the posterior first heart field (Aii–Aiv) and inflow tract (Bii). Blue arrows identify tdTomato-positive endodermal cells (Aii) and endocardial cells (Biii). (Aii) shows magnified view of inset in (Ai). (Ai–Aii and Bi–Bii) are z-maximum projection, (Aiii–Aiv and Biii) are single optical sections. Views are ventral. Single epicardial cells are labelled in each condition. Scale bar: 200 μm.

### Independent *Foxa2*-expressing cells located in the anterior primitive streak at the mid to late streak stages contribute to either the left or right ventricular myocardium

Genetic tracing experiments at E6-E6.5 [8,23] showed that *Foxa2*-positive cells contribute to cardiomyocytes in the ventricles but not in the atria. These results prompted us to test whether *Foxa2*-positive cells contribute to ventricular myocardium at similar stages to the *T*-expressing cells, i.e., at the mid-late streak stage. We performed genetic tracing of the *Foxa2*-positive cells using a *Foxa2*^*nEGP-CreERT2/+*^ line expressing *CreERT2* downstream of the endogenous *Foxa2* combined with the *R26R*^*tdTomato/+*^ reporter line [16] (Fig 3A and 3B). Mice were synchronised in estrus, and timed matings performed for 2 hours to better control embryonic stages.

**Fig 3:**
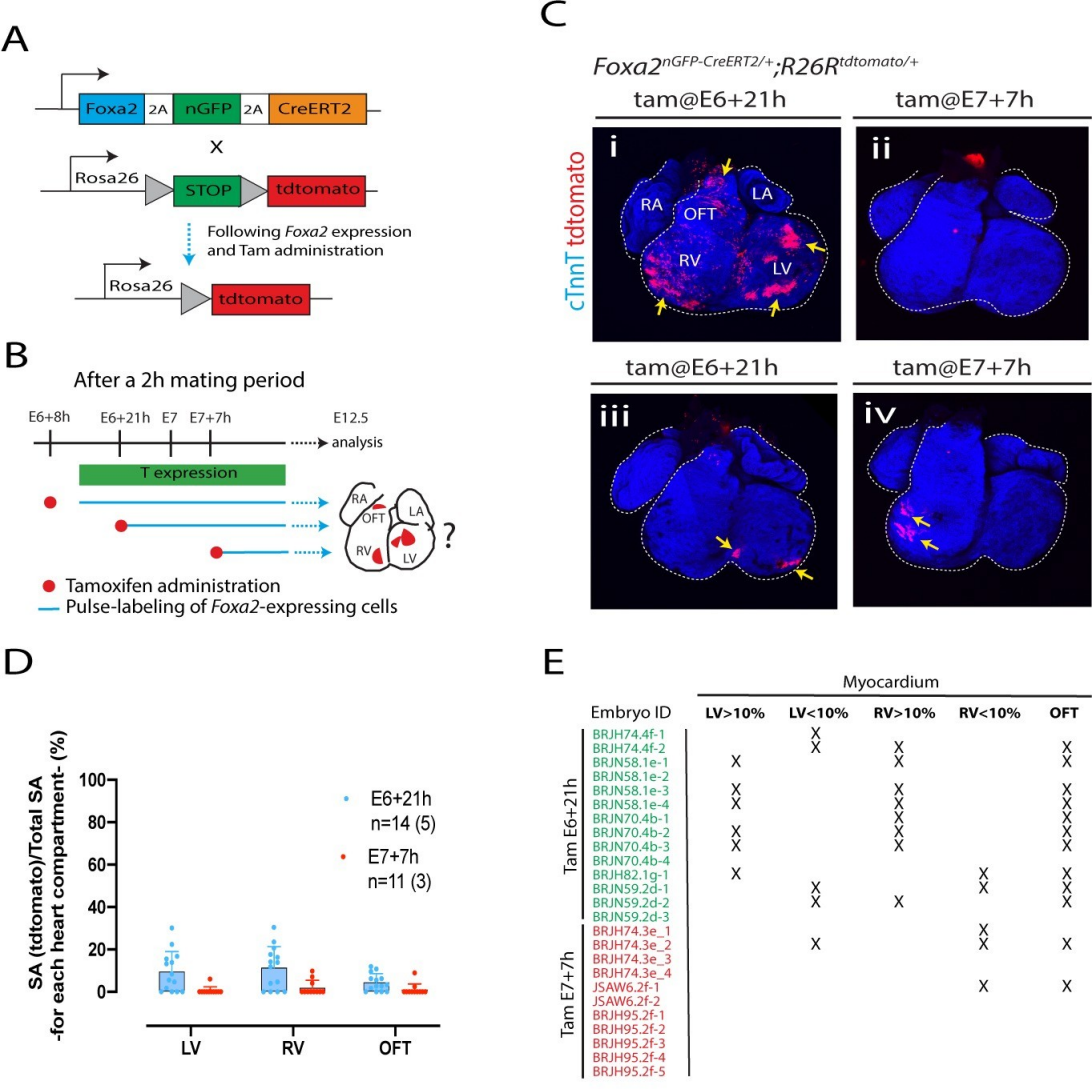
Independent *Foxa2+* progenitors contribute to the ventricles and outflow tract. **(A)** Schematics of the *Foxa2*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ allele [16]. **(B)** Pulse-labelling of the *Foxa2*-expressing cells and their descendants, from stage (i) E6+21h, (ii) E7+7h by administration of tamoxifen to *Foxa2*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ mice (0.08 mg/body weight via oral gavage). Cell descendants in the heart analysed at E12.5. **(C)** Representative hearts resulting from the administration of tamoxifen at different time points in *Foxa2*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ immunostained for cTnnT to reveal the cardiomyocytes (blue). Views are ventral. Single epicardial cells are also labelled in (iii). **(D, E)** Summary of all hearts analysed. The contribution of the *Foxa2-*expressing cells to the different compartments of the heart is quantified by measuring the proportion of tdTomato-positive myocardium. Numbers in brackets in (E) represent the number of litters assessed. Error bars are SD. Scale bar: 200 μm. The data underlying (D, E) can be found in S3 Source Data. cTnnT, cardiac troponinin T; LA, left atria; LV, left ventricle; OFT, outflow tract; RA, right atria; RV, right ventricle.

Administration of tamoxifen at E6+21h resulted in patches of tdTomato-expressing cardiomyocytes populating the left and right ventricle and outflow tract (Fig 3Ci). On average, the contribution of the tdTomato-positive cells to the ventricles was low (left ventricle: 9.5% ± 9.5; right ventricle: 11.2% ± 10, *p*-value: ns). In 5 hearts out of 14, less than 10% of the left or right ventricle myocardium was populated by tdTomato-expressing cardiomyocytes. In addition, in 3 out of 14 hearts, no tdTomato-expressing cells could be detected in either the left or right ventricles (Fig 3D and 3E).

When we administered tamoxifen at E7+7h, tdTomato-positive cardiomyocytes could be detected in the left ventricle in only 1 out of 11 embryos and in the right ventricle in 3 out 11 embryos (Fig 3Cii, 3D, and 3E). These cells covered less than 10% of the total left and right ventricle surface area (Fig 3D and 3E). In 3/14 hearts, small tdTomato-expressing domains formed either in the left (when labelled at E6+21h, *n =* 2) or right ventricular myocardium (when labelled at E7+7h, *n* = 1). This indicates that independent groups of *Foxa2*-expressing progenitors exist in the primitive streak that contribute to the left and right myocardium (Fig 3Civ and 3Cv and 3E). We conclude that *Foxa2*-positive primitive streak cells contribute to the ventricular myocardium at similar stages but in a lower proportion to the *T*-expressing cells.

Analysis of the embryos at stages when the cardiac crescent is differentiating into cardiomyocytes confirmed that cells arising from *Foxa2*-positive cells at E6+21h contribute to the myocardium and other lineages including the epicardium and pericardium (S5A Fig). This is consistent with previous studies showing that the FHF contribute to all these cell types [6,8,24,25]. We found no contribution to the endocardium located below the presumptive myocardial epithelium, however (S5B Fig).

These results prompted us to analyse the location of *Foxa2*- and *T*-expressing cells at the mid and late streak stages. Whole-mount immunostaining for T and Foxa2 revealed coexpression in individual primitive streak cells at the mid-streak position of mid and late streak stages. Double positive cells are also detected in the definitive endoderm (Fig 4Bi and 4Bii and 4Ci and S6Ai and S6ii Fig) and at the distal tip of the embryo where the node forms (Fig 4Cii). These results indicate that *T* and *Foxa2* are not always in mutually exclusive cell populations as previously reported [26]. Instead, it suggests *Foxa2* and *T* are coexpressed in a population of aPS cells that contribute to the ventricular myocardium but not to the atria. Finally, Foxa2 is undetectable in the primitive streak from the OB stage onwards, the stages during which primitive streak cells switched their contribution from the ventricles to the outflow tract and atria (Fig 4E and 4F and S6D–S6D”i Fig).

**Fig 4:**
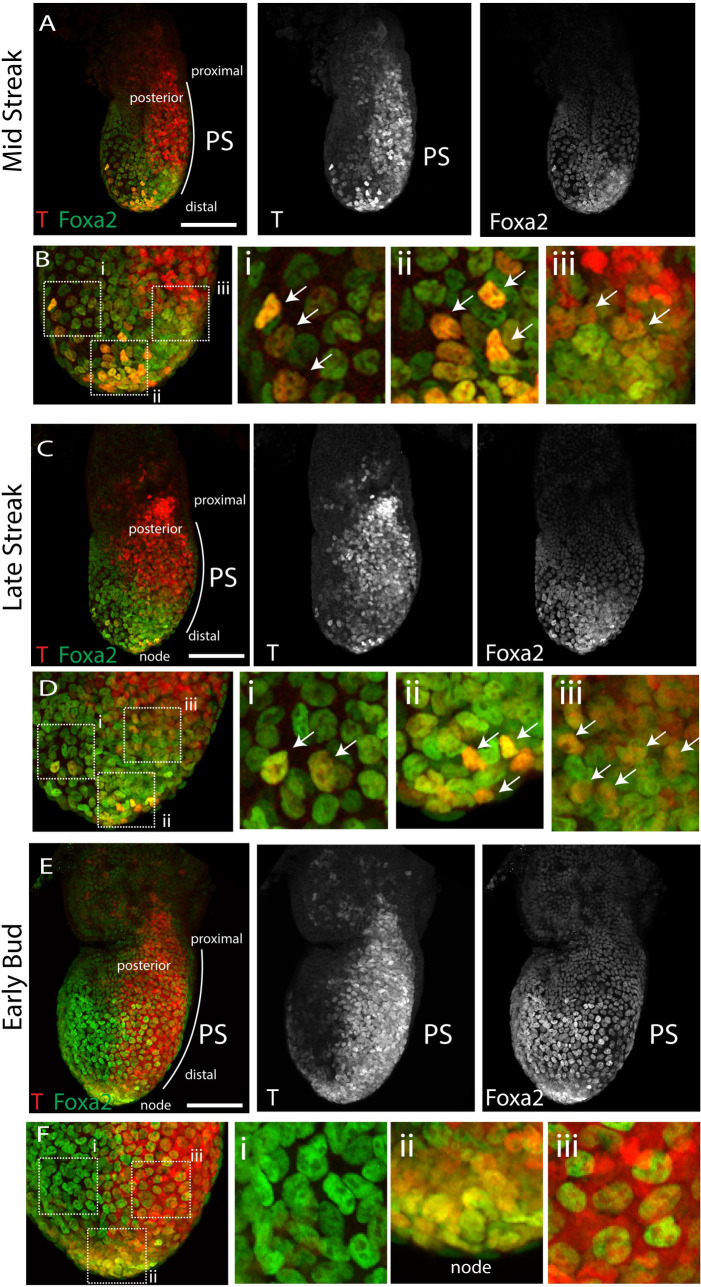
T and Foxa2 colocalise in primitive streak cells. Representative embryos of E6+21h MS (A, B) and LS (C, D) and E7+7h EB (E, F). Embryos are immunostained for T (red) and Foxa2 (green). Images are z-maximum projections. Views are lateral/slightly posterior to show the whole width of the primitive streak. Insets in Bi–Biii, Di–Diii, and Fi–Fiii show magnified views and white arrows point to T+/Foxa2+ double positive cells. Scale bar: 100 μm. EB, “early bud” stage; LS, late-streak; MS, mid-streak; PS, primitive streak.

### All ventricular progenitors derived from the *Foxa2* lineage express *Foxa2* at the mid-late streak stage

It is possible that a subset of the ventricular progenitors expresses *Foxa2* early and down-regulate *Foxa2* and up-regulate *T* by the mid to late streak stages. To test this idea, we administered tamoxifen in *Foxa2*^*nEGP-CreERT2/+*^ *R26R*^*tdTomato/+*^ embryos earlier (E6+8h), collected the embryos at E6+21h, and assayed for Foxa2 and T protein. Because of the variation in embryonic stages, we could analyse both the early and mid to late streak stages (Fig 1F and 1G). As expected, at the early streak stage, we found Foxa2-positive cells with weak tdTomato signal located in the distal primitive streak (yellow arrows in Fig 5A). At the mid-streak stage, the streak had extended along its proximal-distal axis, and we found tdTomato-positive cells coexpressing Foxa2 and T in the aPS (Fig 5B–5G). We also found rare tdTomato-positive cells expressing only T and not Foxa2 (red arrow in Fig 4Cii, yellow arrows in Fig 3F). Quantification of Foxa2 and T intensities revealed that the tdTomato positive cells located in the aPS coexpress low levels of Foxa2 and T (yellow arrows in Fig 5Ci–5Ciii, Fig 5D–5F and S7A Fig). The tdTomato-positive cells located most distally expressed a higher level of Foxa2 and low or no T (blue arrows in Fig 5Cii and 5Ciii and Fig 5D–5F). These more distal regions correspond to where the axial mesoderm and definitive endoderm are established [27,28]. We conclude that cells expressing *Foxa2* early are not contributing to proximal regions of the primitive streak. Instead, these cells maintain *Foxa2* expression in the aPS and contribute to the left and right ventricles at the mid-to-late streak stages (Fig 5G and 5H).

**Fig 5:**
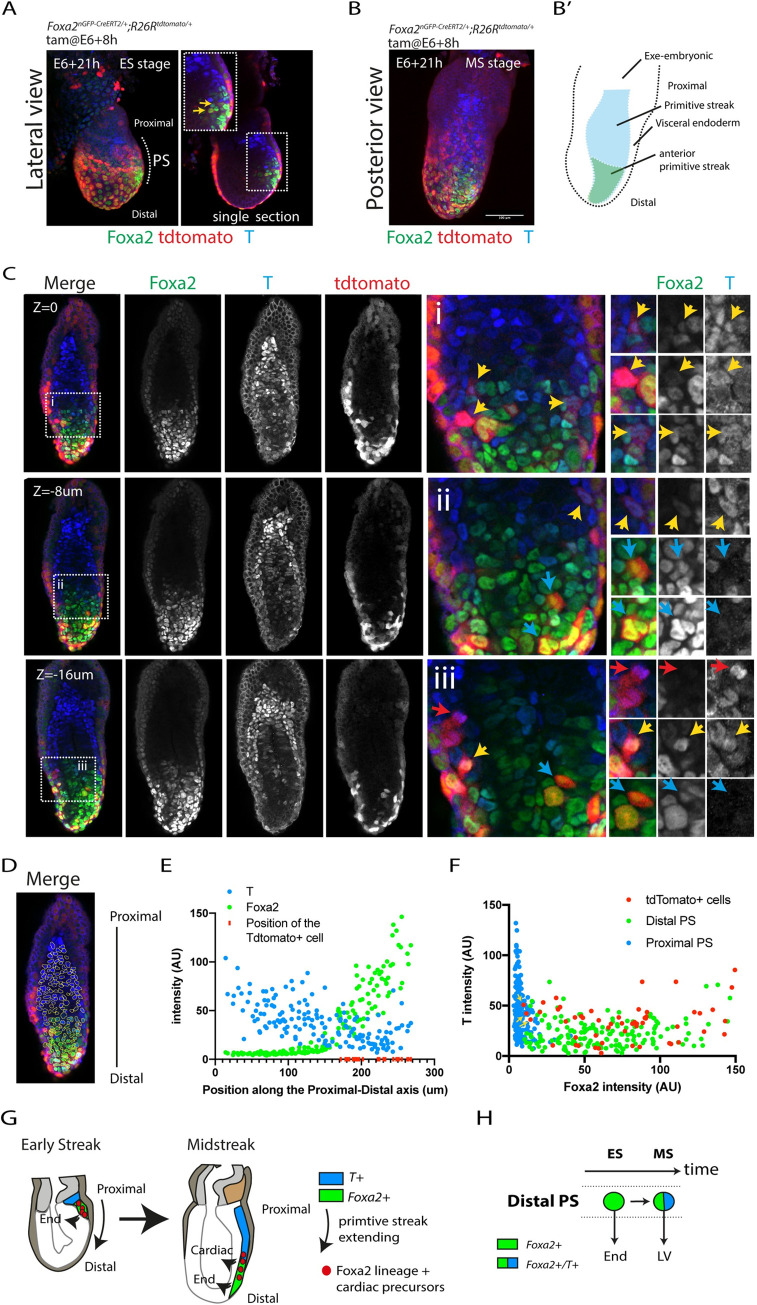
*Foxa2* lineage-positive cells maintain *Foxa2* expression at the mid-late steak stage. **(A, B)** Representative embryos at the early (A) and mid-late (B) streak stages resulting from the administration of tamoxifen at E6+8h in *Foxa2*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ immunostained for *Foxa2* (green) and T (blue). View is lateral in (A) and posterior in (B). (B”) Schematics of the embryo shown in (B). (**C**) Same embryo as in (B). Single optic sections are shown. (i–iii) are magnified views of the insets. Yellow arrows point to double Foxa2/T positive, blue arrows to Foxa2 positive T negative, and red arrows to Foxa2 negative T positive tdTomato-expressing cells. (**D**) Representative example of a segmented image based on Foxa2 and T signal. (**E**) Quantification of T and Foxa2 signal intensities along the proximal-distal axis of the embryo in single cell nuclei. All the tdTomato-positive cells are all located in the distal (anterior) portion of the primitive streak. The data underlying (E) can be found in S4 Source Data. (**F**) Quantification of Foxa2 and T intensities in single cell in distal (green), proximal (blue) primitive streak cells and tdTomato-positive cells. The data underlying (F) can be found in S4 Source Data. (**G, H**) Model. As the primitive streak extend along the proximal-distal axis, from the early to mid-late streak stages, a subset of the *Foxa2*-positive cells switch contribution from endoderm to cardiac (ventricles) progenitors and express *T*. ES, early streak; LV, left ventricle; MS, mid-streak; PS, primitive streak.

### Distal primitive streak cells down-regulate *Foxa2* expression as they switch their contribution from the ventricles towards the outflow tract myocardium

Following tamoxifen administration in *Foxa2*^*nEGP-CreERT2/+*^ *R26R*^*tdTomato/+*^ embryos at E6+21h instead, we found tdTomato-expressing cells located in the outflow tract myocardium (Fig 3Cii and 3Di and S5A Fig). As previously mentioned, when we administered tamoxifen at E7+7h, no tdTomato-positive cardiomyocytes could be detected in the outflow tract (in 11 out of 13 hearts; Fig 3Ciii). This could indicate that a subset of the *Foxa2*-positive primitive streak cells, at E6+21h, are outflow tract progenitors and not solely ventricular progenitors. Alternatively, primitive streak cells contributing to the outflow tract may arise from cells that had previously expressed *Foxa2* but no longer do so as the primitive streak switches its contribution from right ventricular to outflow tract myocardium by E7+7h. Consistent with this latter hypothesis, the presence of tdTomato-expressing cardiomyocytes in the outflow tract was always associated with tdTomato-expressing cardiomyocytes in the right ventricle (in 11/14 hearts; Fig 3E).

We next administered tamoxifen in *Foxa2*^*nEGP-CreERT2/+*^ *R26R*^*tdTomato/+*^ embryos at E6+21h and fixed the embryos at E7+7h (Fig 6A). We immunostained embryos for Foxa2 and T protein. Computationally masking cells for Foxa2 expression (i.e., endodermal and axial mesoderm cells; Fig 6Aii–6Aiii) revealed tdTomato-expressing mesodermal cells (i.e., cells that had expressed *Foxa2*) located in distal regions of the primitive streak and the medial/dorsal mesoderm (Fig 6Aiii). No tdTomato-positive cells were detected in lateral regions of the mesoderm.

**Fig 6:**
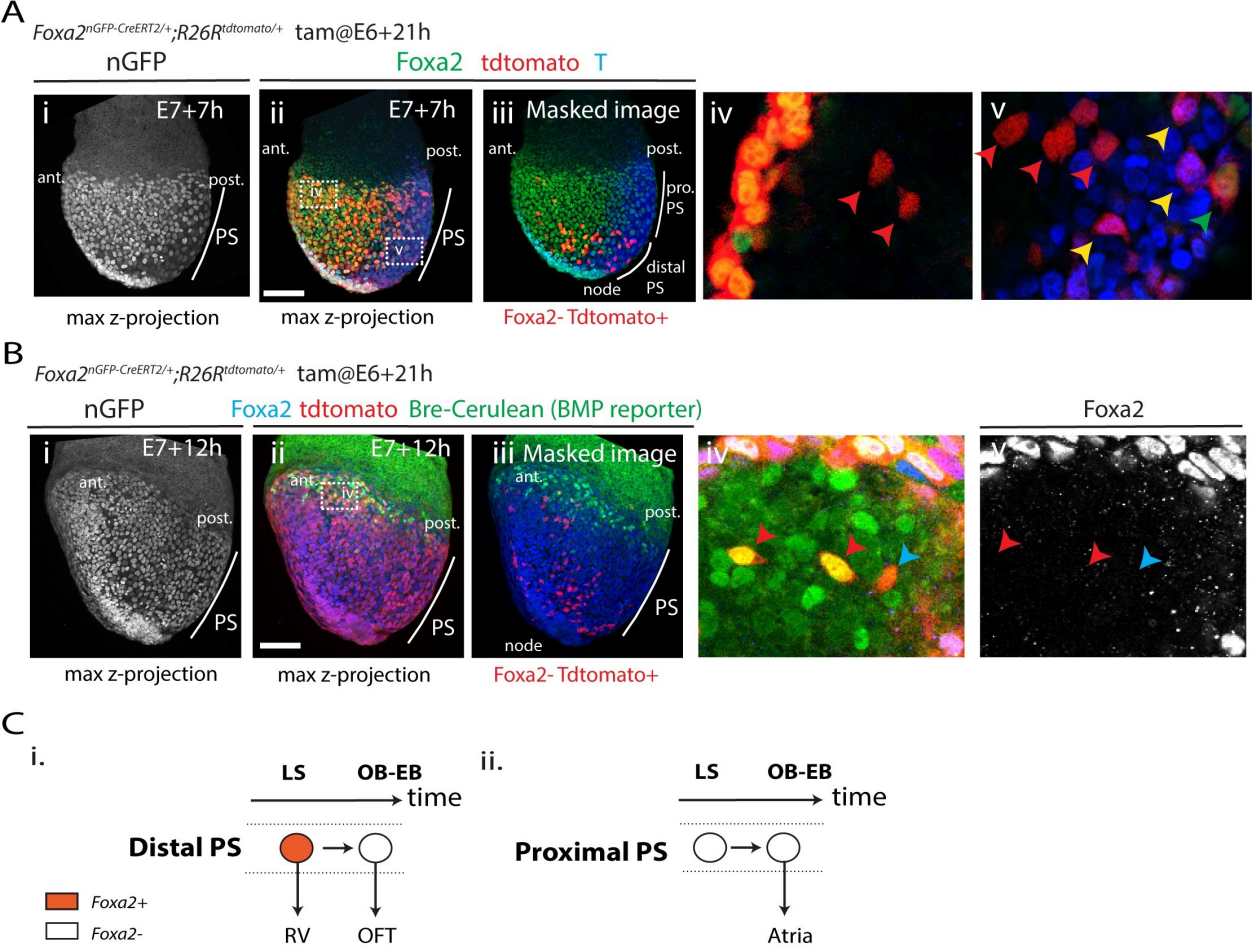
Ventricular precursors originate from distal regions of the primitive streak. **(A)** Localisation of the tdTomato+ cells from the *Foxa2* lineage are assessed (i, ii) at E7+7h (OB-EB stage). nGFP signal from the transgene is shown in (i). The embryos are immunostained for T (blue) and Foxa2 (green) (ii). Image is a z-maximum projection. (iii) The same embryo (i, ii), but with Foxa2+ cells masked to reveal the tdTomato+/Foxa2− cells. Insets (iv) and (v) show magnified views in single optical sections of (ii). Red arrows point to tdTomato+/Foxa2−/T− mesodermal cells. Yellow arrows point to tdFtomato+/Foxa2−/T+ primitive streak cells. Green arrows point to tdTomato+/Foxa2+/T− endodermal cells. No tdTomato+/Foxa2+/T+ cells are identifiable. **(B)** Localisation of the tdTomato+ cells from the *Foxa2* lineage are assessed in Bre-cerulean (BMP reporter) embryos at (i, ii) E7+12h (EHF stage). nGFP signal from the transgene is shown in (i). The embryos are immunostained for Foxa2 (blue) (ii). Image is a z-maximum projection. (iii) The same embryo (i, ii), but with Foxa2+ cells masked to reveal the tdTomato+/Foxa2− cells. Insets (iv) and (v) show magnified views in single optical sections of (ii). Red arrows point to tdTomato+/Foxa2−/Bre-cerulean+ mesodermal cells. Blue arrow points to tdTomato+/Foxa2−/Bre-cerulean− cell. (**C**) (i) A common progenitor between the RV and the outflow tract in the distal primitive streak. *Foxa2* is down-regulated as it switches its contribution towards outflow tract myocardium. (ii) Proximal PS contribute to the atria and are descended from cells that had not expressed *Foxa2* in their past. Ant, anterior; EB, early bud; LS, late-streak; nGFP, nuclear localised GFP; OB, no bud; Post, posterior; OFT, outflow tract; PS, primitive streak; RV, right ventricle. Scale bar: 100 μm.

We then analysed all tdTomato-expressing cells within the distal primitive streak region. We found these cells expressed T protein (yellow arrows in Fig 6Av), although none coexpressed Foxa2 and T. Cells expressing Foxa2 but not T corresponded to endodermal cells, as indicated by their location in the outer layer of the embryo (green arrow in Fig 6Av). These experiments show that the outflow tract myocardium descendants from *Foxa2* progeny arise from the distal primitive streak. The outflow tract progenitors are *Foxa2* negative, but they arise from cells that expressed *Foxa2* previously. We propose that distal primitive streak cells down-regulate *Foxa2* as they switch their contribution from the right ventricle to the outflow tract myocardium (Fig 6C). Atrial cells arise instead from the proximal primitive streak since they never arise from cells that had expressed *Foxa2*, and all the cells located in the aPS express *Foxa2* (Fig 5E and 5F).

We further characterised the tdTomato-expressing mesodermal cells arising from the *Foxa2* lineage. These cells have a cranial mesodermal identity since they express *Mesp1* (S8A Fig). In addition, they are located adjacent to endoderm expressing the nodal and Wnt antagonists Cerebus1 (Cer1) and Dkk1, respectively (S8B and S8D Fig) [29]. The primitive streak and posterior mesoderm are instead marked by Wnt/β-catenin signalling activity (S8E Fig). tdTomato-positive cells located in anterior regions of the embryo (red arrows in S8C Fig) were unlikely to be endothelial cells since they did not express the endothelial marker Flk1 (for all the embryos we analysed (*n =* 7)). Instead, they are more likely to be cardiac progenitors since they were responding to BMP signalling (by E7+12h), and cardiomyocytes of the FHF—or cardiac crescent—are characterised by high levels of BMP signalling activity at these stages [11,30] (Fig 6B and S9A–S9A” Fig).

### Ventricular, outflow tract, and atrial progenitors have distinct locations and transcriptional profile within the heart fields

Having identified distinct populations of *T*-expressing cells descendants, we reasoned their final locations could correlate with the previously described heart fields at gastrulation stages [11]. We analysed the locations of the descendants of early E6+21h and late E7+7h *T*-expressing cells. These cells formed the ventricles and most of the outflow tract/atria, respectively (see above). We used a BMP reporter (S9A–S9A” Fig) and assayed for Phospho(P)-Smad1/5/8 to mark the FHF and for Raldh2 to mark the posterior SHF (Fig 7D). Progenitors derived from the early E6+21h *T*-expressing cells contributed to anterior structures, distinct from the region occupied by late E7+7h *T*-expressing cells (Fig 7Ai and 7Aii). The descendants from the late E7+7h were located in posterior mesoderm anterior to the node where Raldh2 localisation is strong (Fig 7Di–7Div). They were instead mostly excluded from the FHF domain in which BMP activity is high and also from the cranial paraxial mesoderm with no detectable BMP activity (Fig 7Biii–7Biv and 7Ci and 7Cii and S10A Fig). Some tdTomato-expressing cells were also sparsely intermingled within the posterior BMP-positive domain. Among these, some had detectable BMP activity (see yellow and red arrows in Fig 7Bi–7Biv and 7Ci and 7Cii and S10A Fig). This is consistent with late recruitment of E7+7h progenitors to posterior regions of the cardiac crescent (see above).

**Fig 7:**
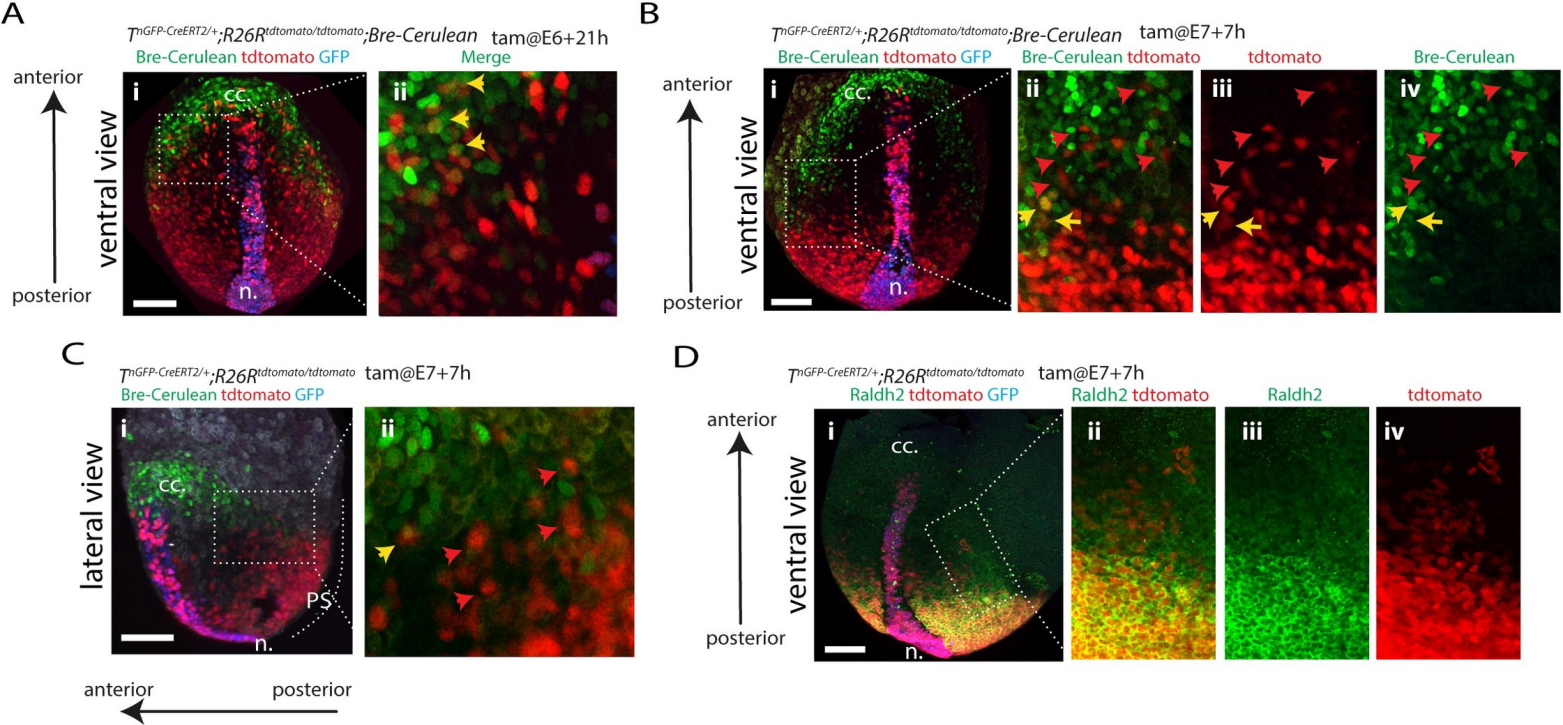
Ventricular, outflow tract, and atrial progenitors are located in distinct regions of the mesoderm. **(A, B)** tdTomato localisation in *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^, *Bre-Cerulean* (BMP reporter) embryos at the EHF stage and following tamoxifen administration at E6+21h (A) and at E7+7h (B, C). Insets Aii, Bii–Biv, and Ci show magnified views of Ai, Bi, and Ci, respectively. Yellow arrows in Ai, Bii–Biv, and Cii point to double tdTomato/Bre-cerulean-positive cells and red arrows in Bii–Biv and Cii to tdTomato+ bre-cerulean− cells. (**D**) tdTomato localisation in *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ embryos at the EHF stage, following tamoxifen administration at E7+7h and immunostained for Raldh2. Insets in ii–iv show magnified view of i. Images are z-maximum projection of 37 sections acquired every 5 μm and covering 185 μm. Interval between frames: 6 mn and 30 s. cc, cardiac crescent; EHF, early head fold; ml, midline; n, node; PS, primitive streak. Scale bar: 100 μm.

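The 4 embryos of the E7+14h (EHF) stage were pooled into 1 library of the Chromium droplet assay, which reads the 3′ end of each transcript and counts every captured molecule once by its unique molecular identifier (UMI). The reporter is a tdTomato cassette in the *Gt(ROSA)26Sor* locus (GRCm38 chromosome 6, 113067428 to 113077333), which stays silent until the tamoxifen-activated Cre, made from the *T* locus, removes the stop sequence before it. The authors counted UMIs with CellRanger against GRCm38 with the vector sequences added and deposited the counts without normalization, for 18640 genes in 3494 cells. These counts sum to 20376539 UMIs, with 1004 to 36920 UMIs per cell, a median of 5584 UMIs and a median of 2084.5 genes per cell. The paper's depth of 47975 mean reads per cell refers to sequenced reads, and every value given here uses UMIs. A second count table for this stage held the same value in all 65128160 places, with other names for 21 genes, so the tables were counted as 1 library. Since the cells were not assigned to embryos, the stage has 1 sample and no replicate, no test was made, and the intervals given cover counting error only. Among the cells whose sex could be called from 1 UMI, 85.7% were female (a *Xist* UMI and no Y-linked UMI).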

To ask whether molecular differences exist between the ventricular, outflow, and atrial cardiac progenitors, we performed single-cell transcriptome analysis of 4 *T*^*nEGP-CreERT2/+*^ *R26R*^*tdTomato/tdTomato*^ embryos dissected 7 hours after tamoxifen administration at E7+7h (early head fold (EHF) stage; Fig 8A). We reasoned we could use the presence or absence of tdTomato transcripts to discriminate the transcriptome of the tdTomato-positive outflow tract and atrial progenitors from the tdTomato-negative ventricular progenitors within the heart fields. We obtained 3,494 high-quality single-cell transcriptomes. 

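Every barcode of the count table had at least 500 genes and 1000 UMIs, and the cell with the fewest genes had 569. The stated limit on mitochondrial transcripts, applied again to this table as the mean share plus 3 SD (2.83%), left 3449 of the 3494 cells, and all 3494 were kept for the values that follow. Of the alternatives tried, a minimum of 2000 UMIs moved this number most and left 3185 cells.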

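To obtain cell populations from the deposited counts, each cell's counts were divided by its total, multiplied by 10000 and log-transformed (natural logarithm of 1 plus the value). Cells were clustered with Seurat on 2000 variable genes and 50 principal components at resolution 4.5, which gave 31 clusters. The reporter, the other vector sequences and the 16 genes that the paper names by heart field were held out of the variable genes and of the markers, so that they neither formed nor named a cluster. Each cluster was scored on fixed markers of 21 cell types, taken in part from the paper's own gene lists for this library. It was named only with at least 3 detected markers, a lead of 0.2 on the log2 scale over the next type, and no larger number of another type's markers among its 10 leading genes. By this rule 8 clusters with 1017 cells stayed unnamed and are given by number, and none was named after the AHF, the presomitic or the intermediate mesoderm. The names are therefore rebuilt, and a class need not hold the same cells as the population of that name in the paper. Levels are given as CPM, the UMIs of a gene summed over a class and scaled to a total of 1000000 UMIs, with exact Poisson 95% intervals. Shares of cells carry exact binomial 95% intervals (Clopper-Pearson) and are also given after each cell was thinned at random to a fixed number of UMIs, with shallower cells left out. Doublets were kept, since the methods name no step that removes them, and leaving out the 175 cells with the highest Scrublet scores served as an alternative.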

We clustered cells into subpopulations, guided by available single-cell transcriptomic data ([3]; see Methods, Fig 8Bi, S11A–S11D and S12A–S12D Figs). 

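*Tbx5* (GRCm38 chromosome 5, 119832668 to 119885219) reached 24.0 CPM (95% interval 13.7 to 38.9) in the FHF-like cells (88 cells, median 6551 UMIs). It had no UMI in the pSHF-like cells (61 cells, median 5650 UMIs). Against a floor of 3 UMIs over that class, the measured FHF-like level was 1.55 higher on the log2 scale. Values against this floor leave out the counting error of the measured level. *Tbx20* was at 65.9 (47.9 to 88.5) in FHF-like cells and at 0 in pSHF-like cells, 3.01 above the floor, with 15.0 in extra-embryonic (Exe) ectoderm-like cells. *Hand2* was at 59.9 (42.8 to 81.6) against 1 UMI in the pSHF-like cells, a log2 ratio of 4.46 (1.90 to 9.80). The log2 ratio of FHF-like over pSHF-like cells was −3.37 (−4.18 to −2.63) for *Aldh1a2*, the gene the paper calls *Raldh2*, −2.02 (−2.68 to −1.39) for *Hoxb1* and −3.03 (−5.06 to −1.43) for *Tbx6*. *Tbx1* and *Fgf8* were at 40.5 (28.8 to 55.4) and 61.3 (46.7 to 79.1) in cluster 3, a cluster of 167 cells led by *Tcf15*, *Ppp1r1a* and *Sfrp1* that scored highest for the anterior paraxial mesoderm but stayed unnamed, with more pSHF markers among its leading genes. In FHF-like cells, *Tbx1* was at 3.00 (0.363 to 10.8). *Fgf10* did not differ between the compared groups beyond counting error, with 16.6 (9.50 to 27.0) in cluster 3, 28.5 (17.1 to 44.5) in FHF-like cells and 16.4 (6.00 to 35.6) in pSHF-like cells. Cluster 3 also had 99.7 (80.8 to 122) CPM of *Alx1* and 139 (117 to 165) of *Cyp26a1*, each above its level in the FHF-like and pSHF-like cells. The largest move among the alternatives was in *Cyp26a1*, whose ratio of FHF-like over pSHF-like cells went from 2.46 (−0.35 to 7.90) to −2.95 when doublets were left out before clustering, where 212 cells were pSHF-like. The ratio of *Fgf8* changed sign, from 1.31 (0.00 to 2.87) to −0.91 at resolution 2 and to −0.53 both at resolution 8 and with doublets left out before clustering, while it was 1.25 with doublets left out of the clusters already found. The change at resolution 8 rests on a margin between naming scores that was set after the data were seen. Without the margin the ratio there was 0.13. The *Fgf8* ratio was 0.47 with held-out genes allowed in, 0.057 with at least 2000 UMIs and 0.031 with Leiden clustering in scanpy.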

Within these subpopulations, cardiac progenitors belonging to the previously defined FHF, anterior heart field (AHF), and posterior second heart field (pSHF) [11] and cranial paraxial mesoderm [31–35] were identified based on the expression of *Tbx5*, *Tbx20*, and *Hand2* for FHF; *Tbx1* and *Fgf8/10* for AHF; *Raldh2*, *Hoxb1*, and *Tbx6* for pSHF; and *Pitx2*, *Alx1*, and *Cyp26a1* for the cranial paraxial mesoderm (Fig 8B and 8Cii). Notably, *Fgf8* expression was reduced in the cranial paraxial mesoderm cluster, consistent with the absence of *Fgf8* expression in this cell population [36].

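At a clustering resolution of 12, cluster 4 (87 cells, median 5928 UMIs) was named anterior paraxial mesoderm-like, and its *Fgf8* level was 43.1 CPM (95% interval 27.3 to 64.6). The level was 36.1 (21.7 to 56.4) in FHF-like cluster 23 (71 cells, median 6466 UMIs) and 82.2 (56.2 to 116) in unnamed cluster 20 (73 cells, median 5421 UMIs), which is led by *Smarcd3*, *Myl7* and *Fbn2*. The log2 ratio of cluster 4 over cluster 20 was −0.93 (−1.77 to −0.11), beyond counting error, and over cluster 23 it was 0.25 (−0.69 to 1.21), within it. At least 1 *Fgf8* UMI was found in 23.0% of the cells of cluster 4 and in 32.9% of those of cluster 20. After thinning to 3500 UMIs these shares were 13.8% and 27.4%, with 7 and 11 shallower cells left out. In Exe ectoderm-like cells (median 6923 UMIs) they were 0.778% before and 0.870% after thinning, with 54 left out.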

**Fig 8:**
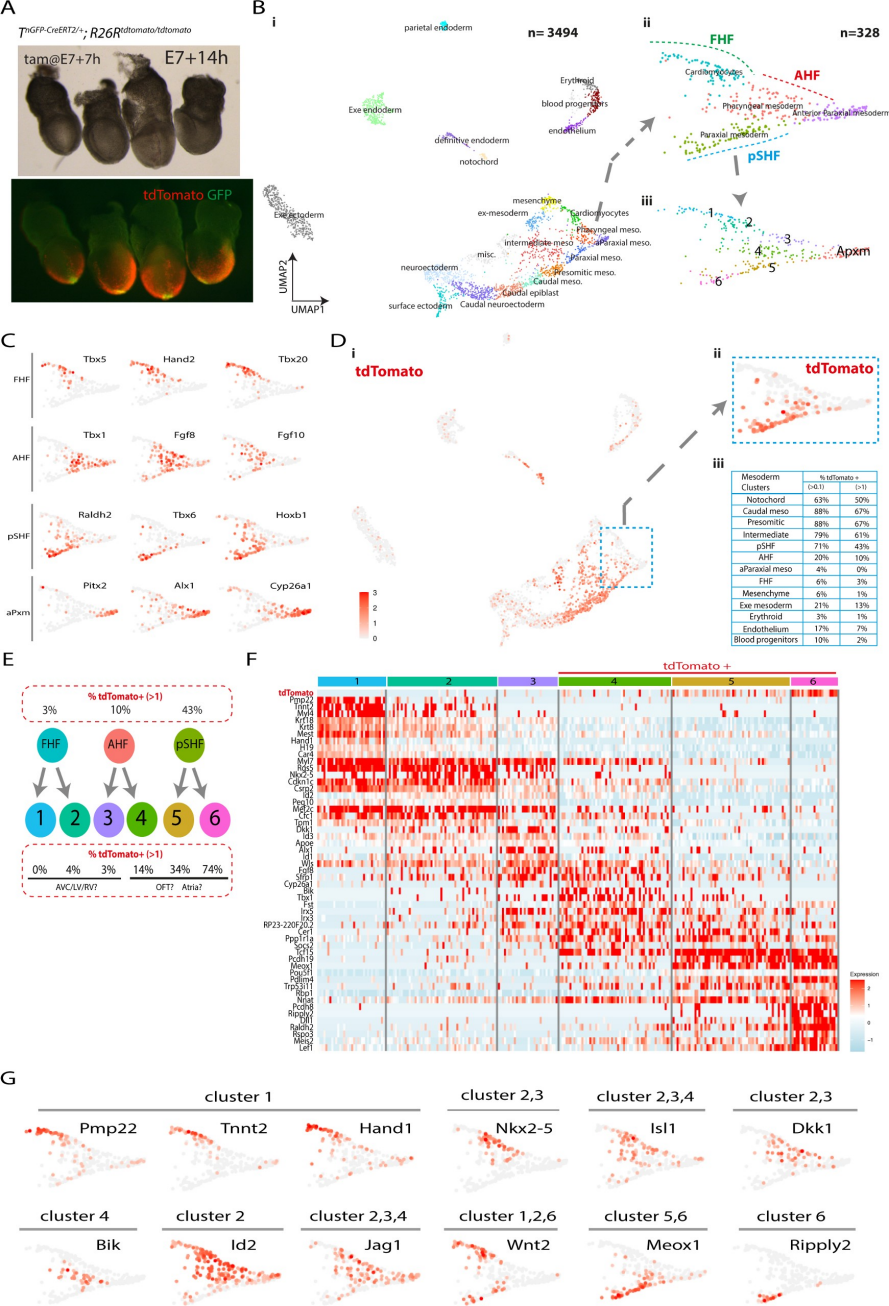
Subclusters corresponding to the left and right ventricle, outflow tract, and atrial progenitors can be defined within the FHF, AHF, and pSHF. **(A**) The 4 *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ embryos (dissected at E7+14 h EHF stage) analysed in the single-cell transcriptomic assay. (**B**) UMAP plot showing the cell populations coloured by cluster identity (i). (ii, iii) Magnified view of (i) showing the cardiomyocytes, pharyngeal mesoderm, anterior paraxial and paraxial mesoderm clusters (ii) and subclusters (iii). The cardiomyocytes, pharyngeal mesoderm, and paraxial mesoderm clusters are renamed FHF, AHF, and pSHF based on the marker genes shown in (C). (**C**) UMAP showing the log normalised counts of the selected genes. (**D**) UMAP showing the log normalised counts of the tdTomato gene (i). (ii) Magnified view of (i) showing the log normalised counts of the tdTomato gene in the FHF, AHF, and pSHF clusters. (iii) Table showing the percentage of tdTomato+ cells in each mesodermal cluster. The data underlying (iii) can be found in S6 Source Data. (**E**) Diagram showing the repartition of the tdTomato-positive cells from the FHF, AHF, and pSHF clusters into 6 subclusters, each with different proportion of tdTomato-positive cells (see also S13A Fig). We hypothesis that cells in clusters enriched in tdTomato reads contribute to the OFT and Atria. (**F**) Expression heat map of marker genes and tdTomato. Scale indicates z-scored expression values. The full heat map with all the genes display is shown S13B Fig. The data underlying (F) can be found in S5 Source Data. (**G**) UMAP showing the log normalised counts of selected genes. AHF, anterior second heart field; aParaxial meso, anterior paraxial mesoderm; AVC, atrioventricular canal; Caudal meso, caudal mesoderm; EHF, early head fold; Exe endoderm, extra-embryonic endoderm; FHF, first heart field; GFP, green fluorescence protein; Intermediate meso, intermediate mesoderm; misc, miscellaneous; n., node; OFT, outflow tract; Pharyngeal mes, Pharyngeal mesoderm; Presomitic meso, presomitic mesoderm; PS, Primitive streak; pSHF, posterior second heart field; Tam, tamoxifen; UMAP, Uniform Manifold Approximation Projection.

We next analysed the proportion of tdTomato-positive cells in each cluster (S12C Fig, Fig 8Di–8Diii and S6 Source Data). 

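The threshold that the paper's text writes as scale data above 1 was taken as log-normalised tdTomato above 1, since the S6 Source Data labels its thresholds as log normalised. It was passed by 46 of the 156 caudal mesoderm-like cells, or 29.5% (95% interval 22.5 to 37.3; median 5720 UMIs per cell). The share was 18.4% (12.8 to 25.2) of 163 caudal epiblast-like cells and 20.5% (9.80 to 35.3) of 44 notochord-like cells. Cluster 9 (143 cells, led by *Pcdh19* and *Dll1*), which scored highest for the presomitic mesoderm, had 40.6% (32.4 to 49.1). Cluster 16 (106 cells, led by *Gal*, *Mixl1* and *T*), which scored highest for the caudal epiblast, had 41.5% (32.0 to 51.5), and both stayed unnamed. Exe ectoderm-like cells, which do not arise from the primitive streak, had 1 positive cell of 514 (0.195%, upper limit 1.08%) at a higher median depth. A single tdTomato UMI passes the threshold only in a cell with a total under 5819.8 UMIs, as 1886 of the 3494 cells have, and 165 of the 286 cells with exactly 1 such UMI passed it. With each cell thinned to 2000 UMIs, 21.9% of the caudal mesoderm-like cells (5 left out), 9.94% of the caudal epiblast-like cells (2 left out) and 10.0% of the notochord-like cells (4 left out) had a UMI. The thinned share was also 21.9% in cluster 9 (6 left out), 23.1% in cluster 16 (2 left out) and 0% in Exe ectoderm-like cells (27 left out). Of the alternatives, a threshold of 0.5 moved the share of caudal mesoderm-like cells most, to 45.5%.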

Consistent with the imaging, we found that posterior mesoderm populations (i.e., caudal, presomitic, intermediate, and paraxial mesoderm) and notochord were enriched in tdTomato-positive cells (50% to 67%, scale data > 1, Fig 8Diii). Conversely, we found a lower frequency of tdTomato-positive cells or none in anterior mesoderm populations, including the anterior paraxial mesoderm (0%, scale data > 1). 

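In cluster 3, which held the anterior paraxial mesoderm and other cells at resolution 4.5, 12 of 167 cells were above 1 (7.19%, 95% interval 3.77 to 12.2), and 4.29% had a UMI after thinning (4 left out). At resolution 12 the anterior paraxial mesoderm-like cluster 4 had 7 positive cells of 87 (8.05%, 3.30 to 15.9), and 4.65% after thinning (1 left out). Mesenchyme-like cells were positive in 1.89% (0.229 to 6.65) of 106 and endothelium-like cells in 5.81% (1.91 to 13.0) of 86. Exe mesoderm-like cells reached 11.0% (5.82 to 18.4) of 109 cells, or 9.17% after thinning with none left out. The intervals of cluster 3, cluster 4 and the mesenchyme-like and endothelium-like cells lay below that of the caudal mesoderm-like cells and overlapped each other.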

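In the pSHF-like class (61 cells), 15 cells were above 1, a share of 24.6% (95% interval 14.5 to 37.3), and 28 cells (45.9%) had at least 1 tdTomato UMI. After thinning, 19.7% (10.6 to 31.8) had a UMI, with no cell left out. Female cells were positive in 30.2% of 43, while 3 cells were called male and none of these was positive. The cells of this class were named on paraxial genes such as *Meox1*, *Tcf15* and *Foxc2*, and the paper's S6 Source Data calls the population paraxial mesoderm. From a somite list, 8 genes were not markers of a heart field or of the anterior paraxial mesoderm. Of these, 7 were higher in the pSHF-like class than in FHF-like cells. Their median log2 ratio over all 8 was 2.52. *Dll1*, *Mesp2* and *Pcdh8* among them were markers of the presomitic mesoderm, which was also scored in the naming. The list includes *Aldh1a2* and *Tbx6*, which the paper also uses for the pSHF, and the study picked some of its genes from this library. Being higher than in FHF-like cells therefore does not by itself tell paraxial mesoderm from pSHF. The share fell to 12.3% of 212 cells with doublets left out before clustering (25.9% of 58 cells when they were left out of the clusters already found) and to 14.3% of 231 cells with Leiden clustering in scanpy, where more cells took the name. Without the naming margin, set after the data were seen, the share was 24.5% of 372 cells with Leiden clustering. Cluster 20 of resolution 4.5 (90 cells), which scored highest for the FHF but stayed unnamed with under 3 detected markers and a median of 1712.5 UMIs, had 15.6% (8.77 to 24.7).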

Among the cardiac progenitors, the pSHF had the highest proportion of tdTomato-expressing cells (43%, scale data > 1), followed by the AHF (10%, scale data > 1). 

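Log-normalised tdTomato was above 1 in 3 FHF-like cells, a share of 3.41% (95% interval 0.709 to 9.64). This interval overlaps that of the Exe ectoderm-like cells, while the intervals of the tdTomato level lay apart, at 6.17 to 25.6 CPM in FHF-like and 0.458 to 3.29 CPM in Exe ectoderm-like cells. The FHF-like level comes from 4 cells with a UMI. After thinning to 2000 UMIs, 2.30% (0.280 to 8.06) of the FHF-like cells had a UMI (1 left out), an interval below that of the pSHF-like cells treated in the same way. The share was 1.79% of 56 female and 8.33% of 12 male FHF-like cells.

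**Figure D1:**
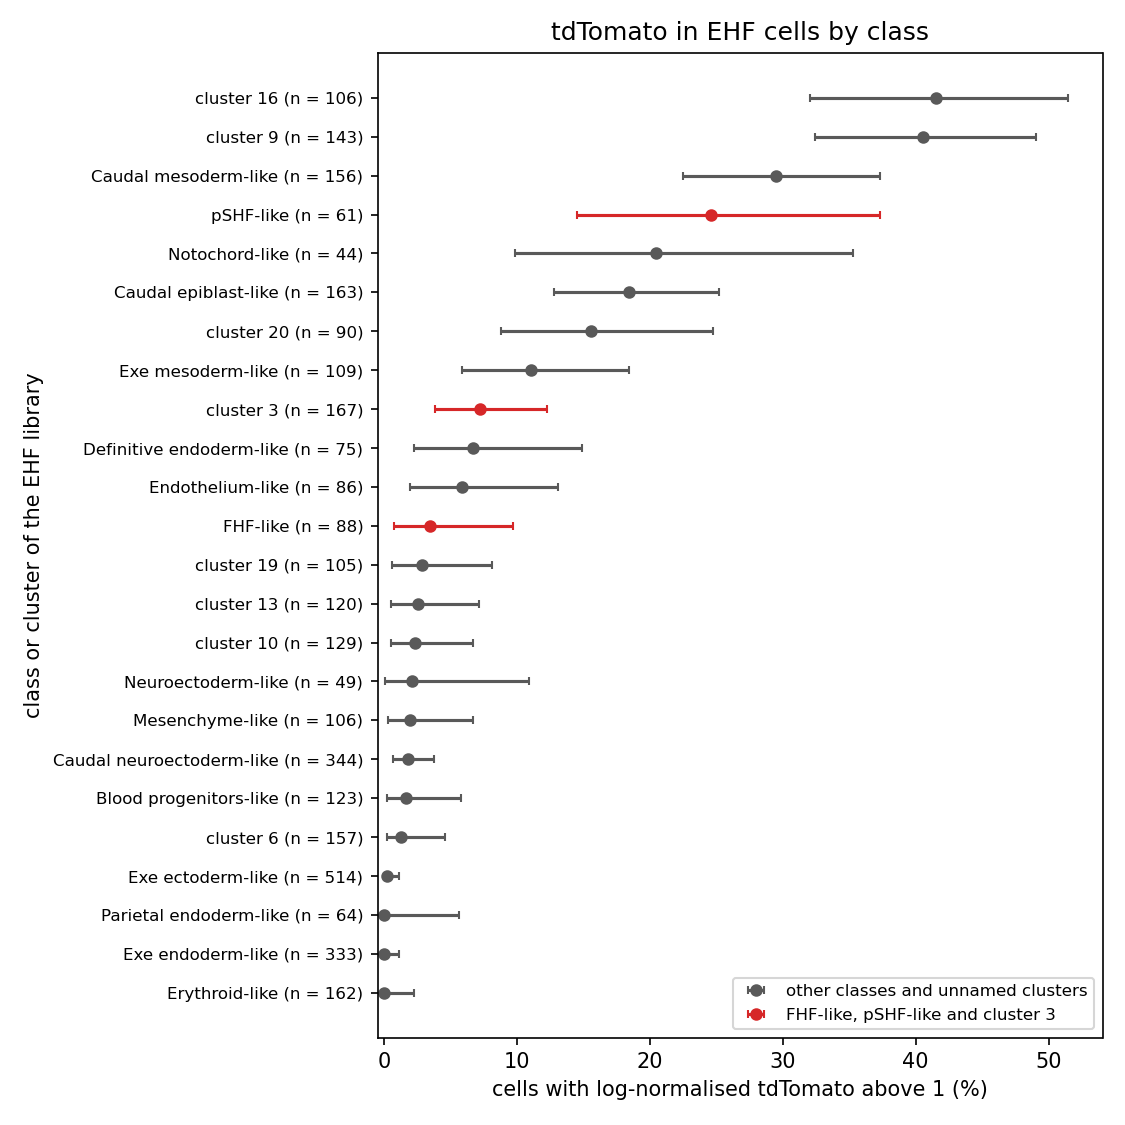
Share of EHF cells with log-normalised tdTomato above 1 (x axis, percent) in each named class and unnamed cluster (y axis). Points are shares over the cells of 1 library, bars are exact binomial 95% intervals that cover counting error only, and the FHF-like, pSHF-like and cluster 3 cells are in red; FHF-like cells lie at 3.41%, cluster 3 at 7.19% and pSHF-like cells at 24.6%.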

The FHF had very few tdTomato-positive cells (3%, scale data > 1) (Fig 8Diii).

Since the AHF contributes to both the right ventricle and the outflow tract [37], we next increased clustering’s resolution to better distinguish tdTomato-positive from tdTomato-negative subpopulations. 

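At resolution 12, 6 clusters scored highest for a heart field or for the anterior paraxial mesoderm and had enough UMIs per cell to be compared. By the markers of the classes, cluster 23 (71 cells) was FHF-like, clusters 19 (73 cells) and 25 (69 cells) were pSHF-like and cluster 4 was anterior paraxial mesoderm-like. Cluster 20 stayed unnamed because its scores for the FHF (1.03) and the AHF (0.99) lay within the margin, which was set after the data were seen. Cluster 49 (26 cells, median 8751 UMIs, led by *Prrx2*, *Lhx1* and *Meis1*) scored highest for the AHF and stayed unnamed because its leading genes held more markers of another class. By the paper's own marker lists for its subclusters, which were drawn from this library, cluster 23 was named after the paper's cluster 1 and no other cluster met the naming rule. Most of the pSHF-like cells of resolution 4.5 (58) were in cluster 19, and 1 was in cluster 25. Of the other cells of cluster 25, 66 were caudal mesoderm-like at resolution 4.5 and 2 were in cluster 9. Cluster 3 was divided mainly between clusters 4 (87 cells) and 20 (66 cells). A further cluster of 56 cells was left out for its depth (median 1616.5 UMIs), and 8.93% of its cells were above 1 for tdTomato.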

We observed the FHF, AHF, and pSHF clusters could be subdivided into 6 discernible clusters (Fig 8Biii, 8E and 8F, S13A Fig). Three of these clusters were enriched for tdTomato-positive cells (14%, 34%, and 74% for clusters 4, 5, and 6, respectively, scale data > 1). 

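Of the rebuilt sub-clusters, pSHF-like clusters 19 and 25 had the highest shares of cells with log-normalised tdTomato above 1. In cluster 19 it was 16 of 73 cells, 21.9% (95% interval 13.1 to 33.1), and 16.4% after thinning to 2000 UMIs with no cell left out. In cluster 25 it was 23 of 69 cells, 33.3% (22.4 to 45.7), and 25.8% after thinning with 3 left out. Together their share was 27.5% (20.3 to 35.6) of 142 cells, of which those of cluster 25 were mostly caudal mesoderm-like at resolution 4.5. Cluster 49 had 5 positive cells of 26, 19.2% (6.55 to 39.4), and 11.5% after thinning with none left out.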

The 3 other clusters were depleted of tdTomato-positive cells (0%, 4%, and 3% for clusters 1, 2, and 3, respectively, scale data > 1). 

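FHF-like cluster 23 had 1 positive cell of 71, 1.41% (95% interval 0.0357 to 7.60), and 1.43% after thinning (1 left out). Unnamed cluster 20 had 4 of 73, 5.48% (1.51 to 13.4), and 4.29% after thinning (3 left out), and its interval overlapped that of cluster 19 but not that of cluster 25. When the heart field cells were clustered on their own at resolution 1, a setting chosen after the values at resolution 2 were seen, pSHF-like cells (77) were positive in 24.7% and the FHF-like clusters (90 and 53 cells) in 2.22% and 3.77%. At resolution 2 the largest pSHF-like cluster (59 cells) had 27.1% (16.4 to 40.3) and the largest FHF-like cluster (71 cells) 2.82% (0.343 to 9.81). A cluster of 23 cells was named AHF-like there, which happened under no other setting, and 8.70% (1.07 to 28.0) of its cells were positive.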

We hypothesised that the tdTomato-positive clusters included progenitors contributing to the outflow and atria. Conversely, we reasoned that the tdTomato-negative clusters comprised progenitors derived from earlier *T*-expressing cells contributing to the left and right ventricles and atrioventricular canal. We have summarised these results as a fate map for the different cardiac regions (Fig 11A and 11B). We propose that left and right ventricular, outflow, and atrial progenitors form molecularly distinct populations within the FHF, AHF, and pSHF at the EHF stage, mirroring their distinct origin in the primitive streak. 

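The level of tdTomato in the EHF library was 13.5 CPM in the FHF-like cells (9 UMIs) and 101 in the pSHF-like cells (37 UMIs). Among the sub-clusters of resolution 12 it was 9.50 in cluster 23, 15.0 in cluster 4, 20.6 in cluster 20, 59.8 in cluster 49 (14 UMIs), 84.7 in cluster 19 and 124 in cluster 25. The paper hypothesises that its clusters with tdTomato included progenitors of the outflow tract and atria. It reasons that those without tdTomato comprised progenitors from cells that expressed *T* earlier and that contribute to the ventricles and the atrioventricular canal. It further proposes that the progenitors of these cardiac regions are molecularly distinct within the heart fields at this stage.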

We describe below the genes expressed in each of the tdTomato-positive (4, 5, and 6) and tdTomato-negative (1, 2, and 3) subpopulations in relation to the known expression patterns in cardiac progenitors (Fig 8F and 8G and S5 Source Data res12).

Cells from clusters 5 and 6—pSHF derived—expressed *Raldh2* and *Hoxb*1 (Fig 8C and 8F). 

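*Aldh1a2*, which encodes RALDH2 (GRCm38 chromosome 9, 71215789 to 71296243), was at 238 CPM (95% interval 195 to 289) in pSHF-like cluster 19 and 217 (172 to 269) in pSHF-like cluster 25 of the sub-clusters rebuilt here. It was at 13.3 (5.35 to 27.4) in FHF-like cluster 23, 13.1 (5.27 to 27.0) in cluster 4 and 23.1 (10.6 to 43.9) in cluster 20, and the log2 ratio of the pSHF-like clusters over the FHF-like cluster was 4.10 (3.03 to 5.43). *Hoxb1* was at 169 (133 to 213) in cluster 19 and 185 (144 to 234) in cluster 25, against 26.6 (14.5 to 44.6) in cluster 23, a log2 ratio of 2.73 (1.94 to 3.64) for both clusters. Cluster 25 was made up mostly of cells that were caudal mesoderm-like at resolution 4.5, and with cluster 19 alone the ratios over cluster 23 were 4.16 (3.07 to 5.51) for *Aldh1a2* and 2.67 (1.83 to 3.61) for *Hoxb1*. Cluster 49 had 120 (79.5 to 173) CPM of *Aldh1a2* and 141 (97.1 to 198) of *Hoxb1*. The markers of the pSHF-like name include paraxial genes, so these levels are those of the class as named and not of a field set apart from the paraxial mesoderm.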

Previous lineage tracing experiments have demonstrated that retinoic acid–activated cells contribute to the outflow and atria [38]. Additionally, *Hoxb1*-positive cells contribute to the atria and to the inferior wall of the outflow tract that subsequently forms the myocardium at the base of the pulmonary trunk, in addition to patches of myocardium in the ventricles [39–41]. Our data show *Tbx1*- and *Raldh2*-positive cells formed complementary cell populations within the tdTomato-positive clusters. *Tbx1* is expressed in clusters 4 and 5, and Raldh2 in clusters 5 and 6. This is consistent with lineage tracing experiments demonstrating that *Tbx1* expressing cells within the AHF contribute to the outflow tract [42]. 

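*Tbx1* (GRCm38 chromosome 16, 18580979 to 18590671) was at 33.7 CPM (95% interval 20.0 to 53.3) in cluster 4 and 29.8 (15.9 to 50.9) in pSHF-like cluster 19, and had no UMI in pSHF-like cluster 25 (upper limit 9.75). In cluster 19, 8 of 73 cells had a *Tbx1* UMI, 38 had an *Aldh1a2* UMI and 2 had both, where 4.16 would be expected if the genes were detected independently. In cluster 20, 12 cells had *Tbx1*, 8 had *Aldh1a2* and 0 had both (1.32 expected), and in cluster 4 the numbers were 15, 5 and 1 (0.862 expected). These expected numbers are small, so at this depth neither an excess nor a deficit of cells with both genes was detectable within a cluster.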

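*Wnt2* (GRCm38 chromosome 6, 17988940 to 18030585) was at 58.9 CPM (95% interval 40.0 to 83.6) in FHF-like cluster 23 of resolution 12. In the pSHF-like clusters it was at 34.3 (18.3 to 58.7) in cluster 25 and 27.5 (14.2 to 48.0) in cluster 19, and their log2 ratio over the FHF-like cluster was −0.94 (−1.76 to −0.13). For cluster 19 alone, without the cells of cluster 25 that were mostly caudal mesoderm-like at resolution 4.5, it was −1.10 (−2.20 to −0.098). Without the margin between naming scores, cluster 20 counts as FHF-like and the ratio was −0.32 (−1.12 to 0.46), which is within counting error. The level was 10.3 (2.80 to 26.3) in cluster 20 and 0 in cluster 4 (upper limit 6.91), with 0.282 (0.00714 to 1.57) in Exe ectoderm-like cells.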

We also found that *Wnt2* was expressed in clusters 1, 2, and 6. This is consistent with *Wnt2* expression in posterior mesoderm and the anterior mesoderm where the prospective cardiac crescent forms [4,43].

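The *Fgf8* gene lies on GRCm38 chromosome 19 from 45736798 to 45742915. Its level in unnamed cluster 20, set against FHF-like cluster 23, gave a log2 ratio of 1.19 (95% interval 0.32 to 2.09). In the pSHF-like clusters, *Fgf8* was at 74.0 CPM (49.2 to 107) in cluster 25 and 29.8 (15.9 to 50.9) in cluster 19. The log2 ratio of cluster 25 was 1.31 (0.32 to 2.39) over cluster 19 and 1.03 (0.14 to 1.96) over cluster 23. Among female cells the ratio of cluster 20 over cluster 23 was 0.24 (−0.97 to 1.42), within counting error. No class was named AHF-like at resolution 12, and in cluster 49, the unnamed cluster that scored highest for the AHF, *Fgf8* was at 59.8 (32.7 to 100.4).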

*Fgf8*, a known marker of the AHF [11], was enriched in both cluster 4 (low tdTomato positive) and cluster 3 (tdTomato negative). Lineage tracing experiments have shown that *Tbx1* marks part of the right ventricle progenitor domain within the AHF [42,44] while *Fgf8* marks it entirely [36,45]. 

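In unnamed cluster 20, which scored about equally for the FHF and the AHF, 12 of 73 cells (16.4%) had a *Tbx1* UMI, and 11.3% did after thinning to 3500 UMIs, with 11 shallower cells left out. Its *Tbx1* level was 38.5 CPM (95% interval 21.6 to 63.6), while FHF-like cluster 23 had no *Tbx1* UMI. As measured, this level was 2.76 higher on the log2 scale than a floor of 3 UMIs over cluster 23. Exe ectoderm-like cells, with a higher median depth, had a *Tbx1* UMI in 4 of 514. Cluster 20 scored highest for the marker list of the paper's cluster 3 but detected under 3 of those markers, and whether it holds the same cells was not tested.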

Consistent with the hypothesis that cluster 3 corresponded to a right ventricular progenitor domain, we found *Tbx1* to be enriched within a subset of cluster 3 (expressed in 30% of the cells). In comparison, *Fgf8* is expressed throughout (expressed in 70% of the cells). Also consistent with the hypothesis that clusters 2, 3, and 4 contained ventricular and outflow progenitors is the enrichment of *Jag1* in these 3 clusters, a gene shown to be expressed in progenitors derived from the *Foxa2* lineage [46]. 

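*Jag1* (GRCm38 chromosome 2, 137081456 to 137116644) was at 82.2 CPM (95% interval 56.2 to 116) in cluster 20, and its log2 ratio over FHF-like cluster 23 was 1.19 (0.32 to 2.09), from 32 and 19 UMIs as for *Fgf8*. In female cells it was 1.02 (−0.068 to 2.14). Anterior paraxial mesoderm-like cluster 4 had 24.3 (13.0 to 41.6), and pSHF-like clusters 19 and 25 had 16.0 (6.44 to 33.0) and 10.6 (2.88 to 27.1). Cluster 49 had 29.9 (12.0 to 61.6), which overlaps all of these. Exe ectoderm-like cells had 2 *Jag1* UMIs in 514 cells.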

*Jag1* is expressed anteriorly, complementary to the region where the cardiac crescent resides [47]. 

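*Dkk1* (GRCm38 chromosome 19, 30545863 to 30549665) was at 54.0 CPM (95% interval 33.4 to 82.5) in unnamed cluster 20 and 28.5 (16.0 to 47.0) in FHF-like cluster 23. The log2 ratio between these was 0.92 (−0.10 to 1.98), which is within counting error. The level was 11.2 (4.12 to 24.5) in cluster 4, 6.87 (1.42 to 20.1) in cluster 19 and 13.2 (4.29 to 30.8) in cluster 25. At resolution 4.5 the log2 ratio of FHF-like over pSHF-like cells was 2.14 (0.42 to 4.51), and it changed sign, to −2.43, among the male cells, of which 12 were FHF-like and 3 pSHF-like.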

*Dkk1*, a Wnt modulator controlling cardiac differentiation [48,49], was also enriched in clusters 2 and 3. 

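*Id2* (GRCm38 chromosome 12, 25093799 to 25097140) was at 337 CPM (95% interval 281 to 399) in cluster 20 and 314 (268 to 365) in FHF-like cluster 23, a log2 ratio of 0.10 (−0.24 to 0.44). Both were above cluster 4 at 76.8 (55.1 to 104), cluster 19 at 52.7 (33.4 to 79.0) and cluster 25 at 76.6 (51.3 to 110). Cluster 49, with 244 (184 to 316), overlapped clusters 20 and 23. Exe ectoderm-like cells had 1474 CPM, the highest level among these groups.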

*Id 2*, a gene essential for the specification of the heart tube-forming progenitors [50] is also enriched in clusters 2 and 3.

### The ventricular and outflow tract myocardium are prepatterned within the primitive streak

The signalling environment that cells encounter during migration influences the patterning of the heart fields (S13B Fig) [12–14,30,46,51]. However, our findings that the ventricles and the outflow/atria arise from distinct primitive streak cell populations raise the possibility that these progenitors are already molecularly distinct in the primitive streak. To address this question, we analysed the transcripts of cells from tamoxifen-treated *T*^*nEGP-CreERT2/+*^ *R26R*^*tdTomato/tdTomato*^ embryos at the mid-late steak stages (3,635 cells from 9 embryos; Fig 9A) and OB-EB stages (3,994 cells from 4 embryos; Fig 9A). 

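The mid-late streak (MS-LS) library was made from embryos dissected at E6+21h after tamoxifen at E6+5h, and the OB-EB library from 4 embryos dissected at E7+3h after tamoxifen at E6+21h. The text gives 9 MS-LS embryos, and the heading of the Fig 9B sheet in S7 Source Data gives 6. Both libraries were prepared and counted like the EHF library, and the authors deposited their UMI counts without normalization. The MS-LS table holds 3635 cells and 17966956 UMIs (1001 to 28986 per cell, median 4251) over 16639 genes, and the OB-EB table 3994 cells and 12181436 UMIs (1003 to 19709 per cell, median 2620.5) over 16341 genes. The paper's depths of 32629 and 64340 mean reads per cell refer to sequenced reads, so the library with more reads per cell had fewer UMIs per cell. The filter applied again left 3603 and 3953 cells, and all cells were kept. Streak cells were taken by barcode from the list behind Fig 9G and 9H in S7 Source Data, in which all 606 barcodes were found in the tables. These are 36 anterior primitive streak (aPS) and 318 primitive streak cells at MS-LS and 252 primitive streak cells at OB-EB, with medians of 4160.5, 5612 and 2809.5 UMIs per cell. Because of this difference in depth, levels are given as the CPM of the summed group and compared as log2 ratios. Each stage has 1 library, so stage and library cannot be separated, no test was made, and intervals cover counting error only.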

Because we administered tamoxifen in these embryos, tdTomato-positive mesodermal cells that had already emigrated could be visualised. In the mid-late streak stage embryos, tdTomato-positive cells were identified in the extraembryonic mesoderm, consistent with the idea that the earliest progenitors to emerge from the primitive streak are contributing to the yolk sac blood cells and vasculature endothelium [52]. tdTomato-positive cells were also sparsely found in the embryonic mesoderm. In the OB-EB stage embryos, tdTomato-positive cells were found in the embryonic mesoderm where ventricular progenitors reside. Outflow and atrial progenitors are leaving the primitive streak at these stages. Unfortunately, the low level of expression at these times that meant very few tdTomato reads could be recovered and tdTomato-positive cells could therefore not be identified in our single-cell transcriptomic analysis at these early stages (S15A and S15B Fig).

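At least 1 tdTomato UMI was found in 75 of 3635 MS-LS cells, 2.06% (95% interval 1.63 to 2.58), and in 132 of 3994 OB-EB cells, 3.30% (2.77 to 3.91), against 11.5% (10.5 to 12.6) of the EHF cells. The tables hold 81, 136 and 561 tdTomato UMIs. After thinning to 1500 UMIs per cell the shares were 0.594%, 1.64% and 4.15%, with 101, 406 and 165 shallower cells left out. The alternative of log-normalised tdTomato above 1 gave 1.18%, 2.98% and 7.90%. Among the streak cells, 8 of 354 at MS-LS and 11 of 252 at OB-EB had a tdTomato UMI, shares of 2.26% (0.981 to 4.40) and 4.37% (2.20 to 7.68) that overlap those of the other cells of each library, 2.04% and 3.23%.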

**Fig 9:**
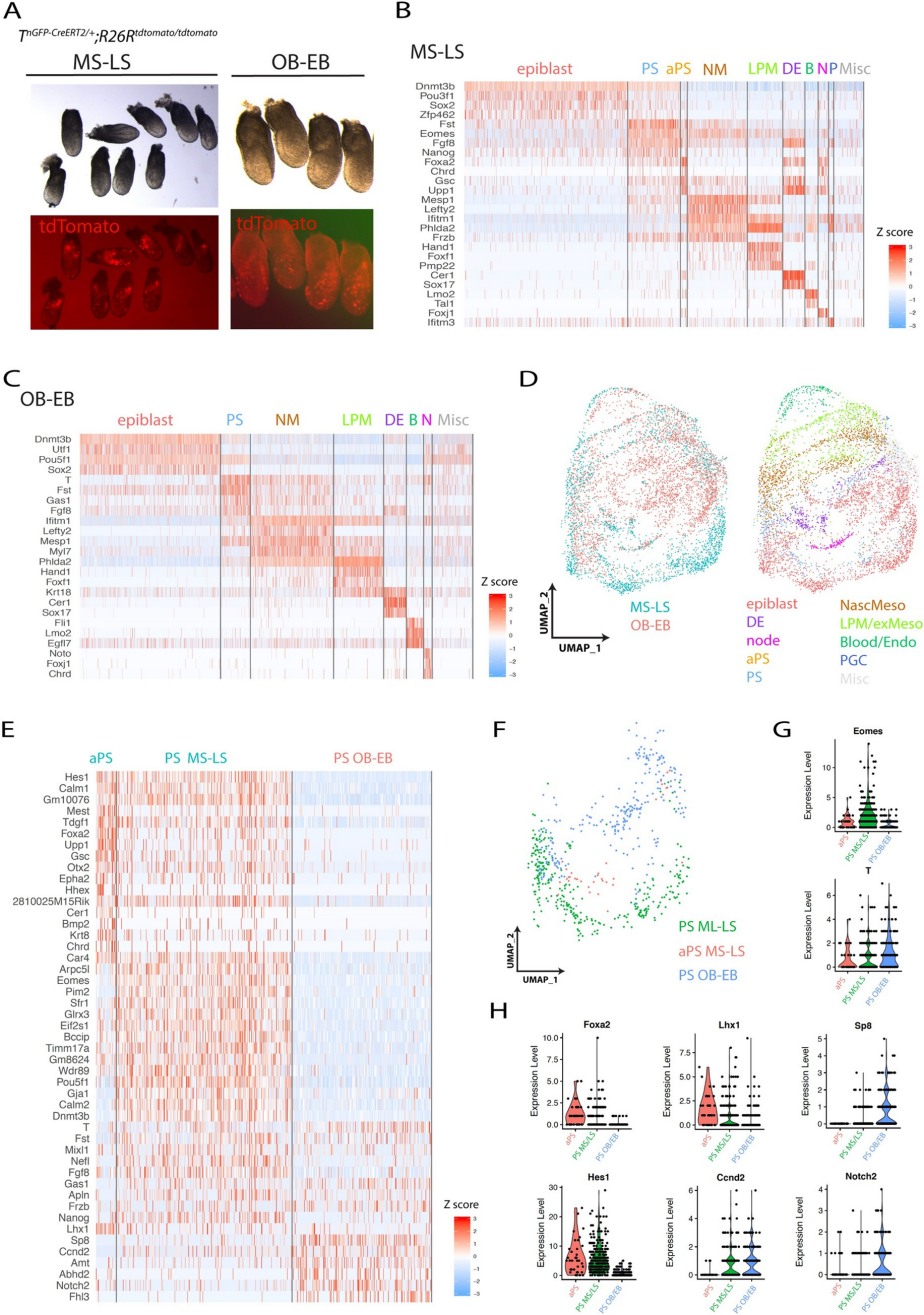
The molecular signature of the primitive streak cells contributing to the ventricles or outflow/atria are distinct. (**A**) Mid-late streak and OB/EB *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ embryos analysed in the scRNA-seq. Embryos were selected at the mid-late streak stages (dissected at E6+21h and resulting from tamoxifen administration at E6+5h) and at the OB-EB stage (dissected at E7+3h and resulting from tamoxifen administration at E6+21h). (**B, C**) Expression heat map of marker genes. Scale indicates z-scored expression values. The data can be found in S7 Source Data. (**D**) UMAP plot showing the integrated data from the 2 scRNA-seq mid-late streak and OB/EB datasets (see also S11 Fig). Colour codes correspond to the embryonic stage of collection or population identity. The data underlying (D) can be found in S7 Source Data. (**E**) Expression heat map of marker genes comparing the aPS and primitive streak cells at the mid-late streak stages and primitive streak cells at the OB-EB stages (S7 Source Data). Scale indicates z-scored expression values. (**F**) UMAP plot of the aPS, MS-LS primitive streak, and OB-EB primitive streak cells colour coded. (**G, H**) Violin plots showing the normalised log2 expression value of *Eomes* and *T* (G) and *Foxa2*, *Lhx1*, *Sp8 Hes1*, *Ccnd2*, and *Notch2* (H) in the aPS and primitive streak at MS-LS and OB-EB stages. The data underlying (G, H) can be found in S7 Source Data. aPS, anterior primitive streak; DE, definitive endoderm; EB, early bud; LPM/Ex-meso, lateral plate mesoderm and extraembryonic mesoderm, mesenchyme; LS, late streak; MS, mid-streak; Nascent meso, nascent mesoderm; OB, no bud; PGC, primordial germs cells; PS, primitive streak; scRNA-seq, single-cell RNA sequencing; UMAP, Uniform Manifold Approximation Projection.

We clustered cells guided by available atlases of mouse gastrulation [3] (Fig 9B and 9C and S14A–S14D Fig*)*. We analysed cells corresponding to the primitive streak and aPS clusters at the mid-late streak stages and cells in primitive streak cluster at the OB-EB stages (Fig 9E). 

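*Cdx1* (GRCm38 chromosome 18, 61018862 to 61036199) had a UMI in 0 of 36 aPS cells, with an exact interval up to 9.74% (3 cells would be 8.33%). It had a UMI in 5 of 318 MS-LS primitive streak cells, 1.57% (95% interval 0.512 to 3.63), and in 9 of 252 OB-EB primitive streak cells, 3.57% (1.65 to 6.67). The other cells of the libraries had it in 0.396% (MS-LS, median 4117 UMIs) and 0.454% (OB-EB, median 2602 UMIs), so the OB-EB streak share lay above that of the remaining cells beyond counting error, while the MS-LS intervals overlapped. Thinned to 2000 UMIs, the streak shares were 0.314% at MS-LS with no cell left out and 2.30% at OB-EB with 35 left out. *Cdx4* had a UMI in 0 of 252 OB-EB primitive streak cells, with an exact interval up to 1.45% (3 cells would be 1.19%). *Cdx4* is not listed in the MS-LS table. In the EHF library, 27.6% of all cells had a *Cdx1* UMI and 3.09% a *Cdx4* UMI.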

The primitive streak cells at the mid-late streak and OB-EB stages did not express the *Cdx1/4* TFs associated with a posterior mesodermal identity. Nor did these cells express *Raldh2*, suggesting that the outflow and atrial progenitors start expressing *Raldh2* once the cells have reached their final location in the embryo (S14E Fig).

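*Aldh1a2* (*Raldh2*) had a UMI in 2 of 252 OB-EB primitive streak cells, 0.794% (95% interval 0.0963 to 2.84), and in 3 of the 3742 other OB-EB cells, 0.0802% (0.0165 to 0.234), so a difference between the streak and the remaining cells was not detectable at this depth. The gene is not listed in the MS-LS table. Over all EHF cells the share was 11.5%.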

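The Fig 9E sheet of S7 Source Data has 38 rows of a gene and a comparison, which the paper picked for large differences between these same cells. In 37 of them the CPM differed in the listed direction, a match that this choice largely fixed beforehand. The exception was *Lhx1*, listed as lower in the aPS than in OB-EB primitive streak cells, with a log2 ratio of aPS over OB-EB of 1.60 (95% interval 1.10 to 2.09). Among the genes with at least 100 UMIs in the primitive streak cells of both stages together, the 5 most in excess at MS-LS were *Foxa2*, *Hes1*, *Idi1*, *Utf1* and *Mt2*, with log2 ratios of MS-LS over OB-EB from 2.91 to 1.92. The 5 most in excess at OB-EB were *Hsf2*, *Alyref*, *Slc39a1*, *Sp8* and *Rpgrip1*, from −3.67 to −3.18. The median over the 3079 genes ranked was 0.13. The largest move among the alternatives was that of *Mt2*, whose ratio changed sign to −0.60 (−1.93 to 0.99) in male cells. These differences were shared in part by cells outside the streak, whose population names were available for only a part of each library. For the 11 genes listed as higher in MS-LS than in OB-EB primitive streak cells, the median log2 ratio was 1.12 in the streak and 0.83 in epiblast cells. For the 4 genes listed as higher in OB-EB than in MS-LS primitive streak cells it was −3.72 in the streak and −2.09 in epiblast cells.

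**Figure D2:**
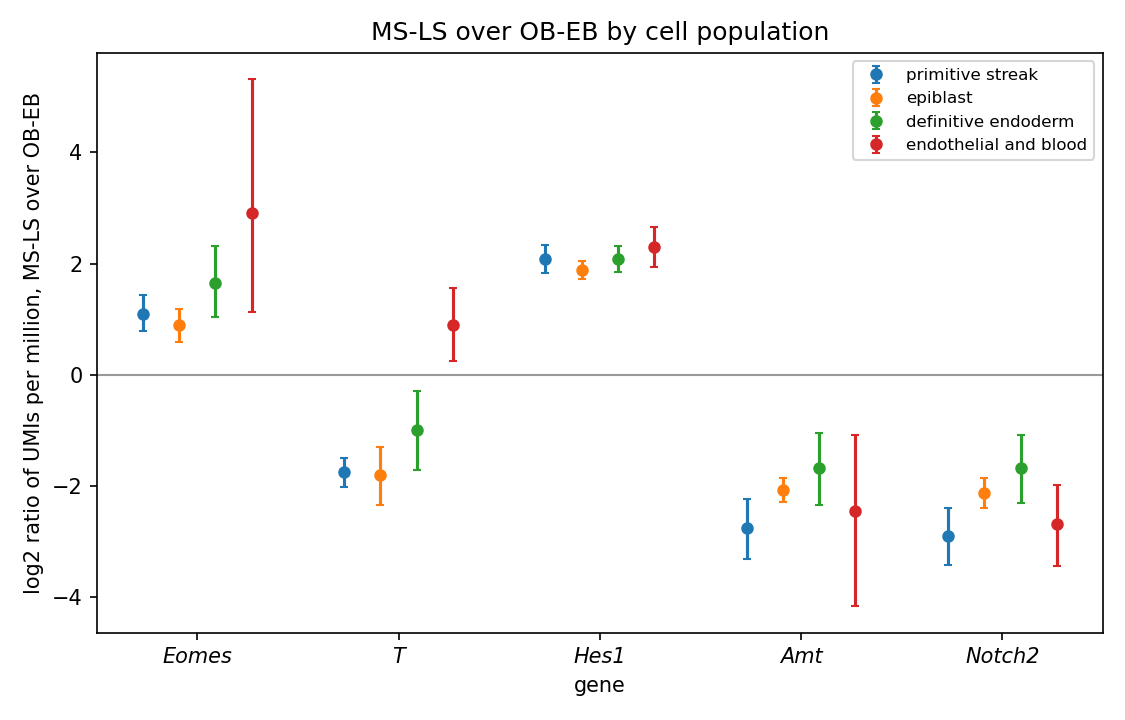
Log2 ratio of CPM, MS-LS over OB-EB (axis of values), for *Eomes*, *T*, *Hes1*, *Amt* and *Notch2* in primitive streak, epiblast, definitive endoderm, and endothelial and blood cells. Points are ratios between the 2 libraries and bars are 95% intervals that cover counting error only; *Hes1* lies above 0 and *Amt* and *Notch2* lie below 0 in all 4 populations, while *T* lies below 0 in 3 of them and at 0.89 in endothelial and blood cells.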

Integration of the MS-LS and EB-OB datasets (Fig 9D) and differential gene expression analysis revealed major molecular differences between primitive streak cells contributing to either the ventricles or the outflow/atria (Fig 9E and 9F). 

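*Eomes* (GRCm38 chromosome 9, 118478212 to 118486132) was at 282 CPM (95% interval 260 to 306) in MS-LS primitive streak cells, 182 (123 to 259) in aPS cells and 131 (107 to 160) in OB-EB primitive streak cells. The log2 ratio of MS-LS over OB-EB primitive streak cells was 1.10 (0.79 to 1.43). It was 2.27 when the mean UMIs per cell were compared without regard to depth, the alternative that moved it most, 1.22 (0.70 to 1.77) in female cells and 0.64 (−0.082 to 1.46) in male cells. The ratio was also above 0 outside the streak, at 0.89 (0.60 to 1.19) in epiblast cells and 1.66 (1.04 to 2.32) in definitive endoderm cells.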

The T-box transcription factor *Eomes* was strongly expressed in the mid-late streak stage primitive streak (ventricular progenitors) while its expression was lower at the OB-EB stages in the outflow/atrial progenitors (Fig 9G). This result is consistent with the function of *Eomes* in establishing the anterior mesoderm and specifying cardiac progenitors upstream of *Mesp1* [4]. 

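*T* (GRCm38 chromosome 17, 8434423 to 8442496) was at 348 CPM (95% interval 307 to 393) in OB-EB primitive streak cells and 103 (90.1 to 118) in those of MS-LS, a log2 ratio of MS-LS over OB-EB of −1.75 (−2.02 to −1.49). The aPS cells had 121 (74.0 to 187). Compared as mean UMIs per cell without regard to depth, the ratio was −0.58, and it was −2.12 in female and −1.45 in male cells. In epiblast cells it was −1.80 (−2.34 to −1.29), and in endothelial and blood cells *T* was higher at MS-LS, at 0.89 (0.24 to 1.55).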

*T* had the opposite pattern of expression and showed a stronger expression at the OB-EB stages compared to the mid-late streak stages (Fig 9G). 

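All 11 genes *Hes1*, *Hhex*, *Gsc*, *Foxa2*, *Upp1*, *Tdgf1*, *Bmp2*, *Epha2*, *Lhx1*, *Otx2* and *Chrd* had a higher CPM in the 36 aPS cells than in the primitive streak cells of either stage. The paper named these genes as enriched in the aPS from the same cells, so their direction was largely fixed beforehand. The log2 ratios of aPS over MS-LS primitive streak cells ranged from 0.73 (95% interval 0.52 to 0.93) for *Hes1* to 3.37 for *Chrd*. Over OB-EB primitive streak cells they included 2.81 (2.50 to 3.12) for *Hes1*, 5.10 for *Foxa2* and 4.41 for *Hhex*, and the ratio of *Bmp2*, 5.86 (3.13 to 11.3), rests on 1 UMI at OB-EB. *Foxa2* was at 279 (204 to 372) CPM in aPS cells, 61.0 (50.9 to 72.5) in MS-LS primitive streak cells and 8.13 (2.98 to 17.7) in OB-EB primitive streak cells. *Hes1* was lower at OB-EB in cells outside the streak as well, with a log2 ratio of MS-LS over OB-EB of 1.89 (1.72 to 2.05) in epiblast cells.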

Fate mapping in the mouse also identified the aPS adjacent to the organiser as a source of cardiac progenitors [52] and *Hes1*, *hHex* [53], *Gsc* [54], *Foxa2* [55], *Upp1*, *Tdgf1* [56,57], *Bmp2*, *Epha2*, *Lhx1* [58,59], *Otx2* [60], and *Chrd* [61] were among the genes enriched in the aPS at the mid-late streak stages (Fig 9E and 9H). 

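In OB-EB primitive streak cells, *Sp8* was at 251 CPM (95% interval 216 to 289), *Amt* at 135 (110 to 165) and *Notch2* at 167 (138 to 199). In MS-LS primitive streak cells they were at 27.1 (20.6 to 35.2), 20.0 (14.4 to 27.0) and 22.4 (16.4 to 29.8), log2 ratios of MS-LS over OB-EB of −3.21, −2.76 and −2.90. The aPS cells had no *Sp8* UMI, 24.2 (6.60 to 62.0) of *Amt* and 66.6 (33.3 to 119) of *Notch2*. The same direction was found in epiblast cells, at −3.77 for *Sp8*, −2.07 for *Amt* and −2.12 for *Notch2*. Over all cells of each library, *Amt* was at 60.6, 196 and 19.2 CPM at MS-LS, OB-EB and EHF, and *Notch2* at 34.6, 156 and 12.6.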

*Sp8*, *Amt*, and *Notch2* [62] were preferentially enriched in the primitive streak at the OB-EB stages (Fig 6E and 6H). 

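*Ccnd2* (GRCm38 chromosome 6, 127125162 to 127152193) was at 90.5 CPM (95% interval 78.1 to 104) in MS-LS and 278 (241 to 318) in OB-EB primitive streak cells, a log2 ratio of −1.62 (−1.91 to −1.33). In the aPS cells, 3 UMIs gave 18.2 (3.75 to 53.1).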

*Ccnd2* is expressed in the proximal regions of the primitive streak where the atrial progenitors are located [63] and where BMP signalling activity is high [64]. 

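*Mixl1*, *Fst*, *Gas1*, *Frzb* and *Apln* had UMIs in primitive streak cells of both stages. *Fst* had the highest level of these, 247 CPM (95% interval 226 to 269) at MS-LS and 436 (390 to 487) at OB-EB, a log2 ratio of −0.82 (−1.02 to −0.61). The ratios were −1.44 for *Gas1*, −1.53 for *Frzb* and −0.39 (−0.74 to −0.04) for *Mixl1*, while that of *Apln*, −0.43 (−0.86 to 0.01), was within counting error. Compared as mean UMIs per cell without regard to depth, *Fst* (0.35), *Mixl1* (0.78) and *Apln* (0.74) changed sign, and *Mixl1* also did in female cells (0.23).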

*Mixl1* [65], *Fst* [66], *Gas1* [67], *Frzb* [68], and *Apln* were expressed in the primitive streak at both the mid-late streak and OB-EB stages (Fig 9E). 

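Thinning every cell to 2000 UMIs left the log2 ratio of MS-LS over OB-EB primitive streak cells at 1.13 (95% interval 0.68 to 1.60) for *Eomes* and −1.83 for *T*. When it describes *Eomes*, the paper labels the MS-LS streak cells as ventricular progenitors and those of OB-EB as outflow and atrial progenitors. Each stage is 1 library, so these ratios have no replicate check.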

We conclude that ventricular, outflow, and atrial progenitors derive from molecularly distinct groups of cells that occupy spatially and temporally discrete regions of the primitive streak.

### Live imaging reveals the migratory routes of the mesodermal cells

Finally, to confirm that early and late *T*-expressing cells migrated to distinct anterior-posterior locations within the heart fields, we tracked single cell in live *T*^*nEGP-CreERT2/+*^ *R26R*^*mg/+*^ embryos (Fig 10A and S1 Movie). Early mesodermal cells from distal locations (yellow arrows in Fig 10A) migrated anteriorly along the midline to regions where the FHF is established. Conversely, both late distal and proximal mesodermal cells (orange and red arrows, respectively, in Fig 10A) contributed to more posterior regions of the mesoderm. The distal progenitors migrated to more medial regions (labelled as AHF, orange arrows in Fig 10A) and proximal cells to more lateral regions of the mesoderm (labelled as pCC and pSHF, red arrows in Fig 10E).

**Fig 10:**
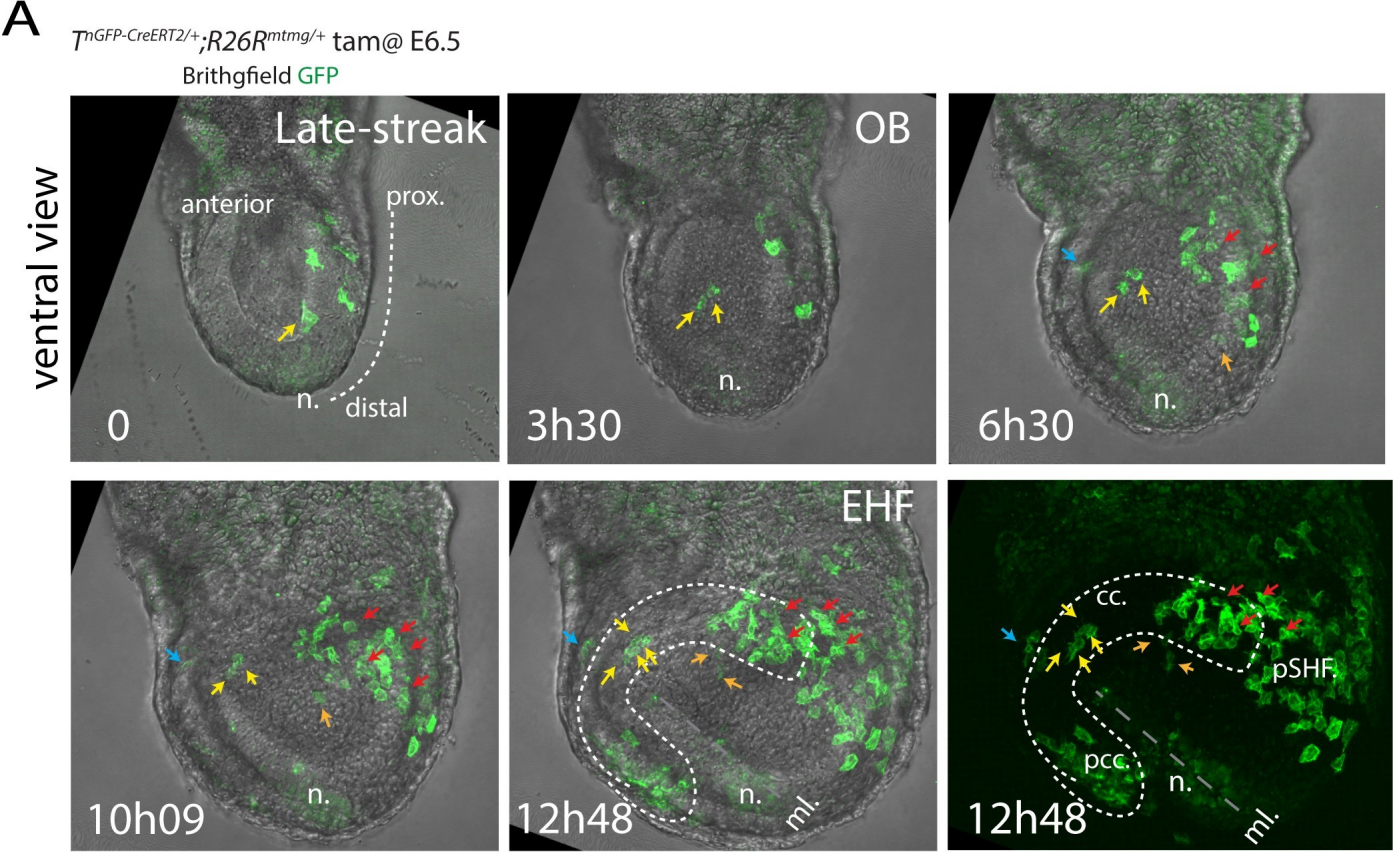
Live imaging of the mesodermal cells reveal their trajectories during gastrulation. **(A)** Image sequence from time-lapse video (S1 Movie) of an *T*^*nGPF-CreERT2/+*^*; R26*^*mgpf/+*^ embryo resulting from the administration of tamoxifen at around E6.5 (overnight timed matings). Yellow arrows point to progenitor initially located in proximity to the node/distal regions and migrating along the midline in medial regions of the prospective cardiac crescent. Red arrows point to progenitors initially located proximally and migrated towards posterior regions of the prospective cardiac crescent and posterior second heart field. Blue arrow points to a progenitor located at the embryonic-extraembryonic border. Images are z-maximum projection of 37 sections acquired every 5 μm and covering 185 μm. Interval between frames: 6 mn and 30 s. cc, cardiac crescent; EHF, early head fold; ml, midline; n, node; OB, no bud; pCC, posterior cardiac crescent; pSHF, posterior second heart field. The movie can be found in S1 Movie.

## Discussion

Our findings, summarised in Fig 11A–11C, reveal the temporal and spatial order in which different cardiac lineages arise within the primitive streak. The left ventricular progenitors are the first to leave the primitive streak at the mid-streak stage, followed shortly after by the right ventricular progenitors at the late-streak stage. Progenitors contributing to the poles of the heart leave the primitive streak at the OB-EB stages. The outflow progenitors arise from distal regions of the primitive streak, while the atrial progenitors are located in proximal regions of the primitive streak. These different subpopulations constitute molecularly distinct groups of progenitors within the heart field and the transcriptional differences in the primitive streak cells suggest that cardiac progenitors are prepatterned in the primitive streak before their migration. This organisation of myocardial progenitors is conserved during evolution, and in zebrafish, the ventricular and atrial myocardial progenitors are spatially separate in the blastula [69].

**Fig 11:**
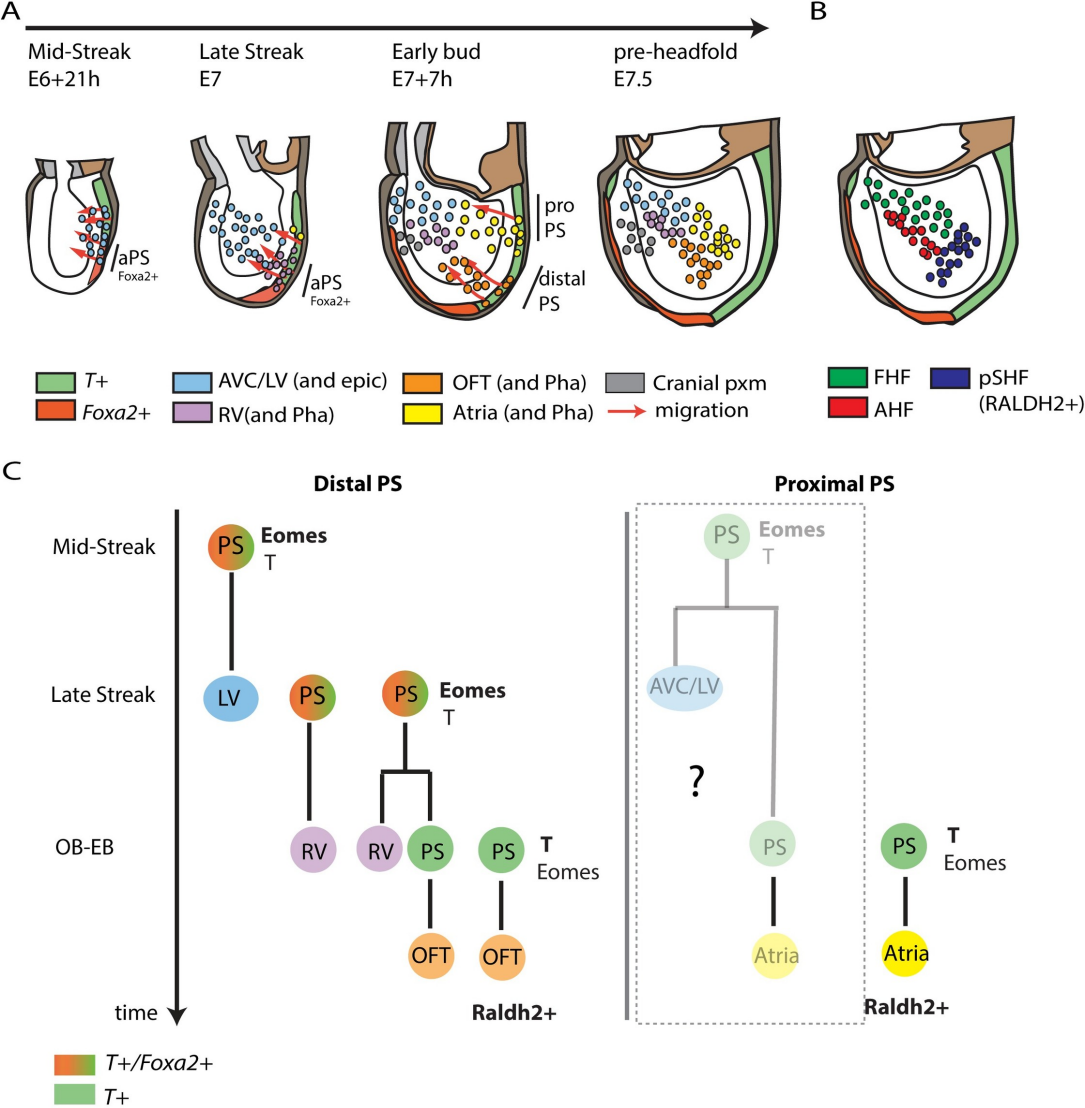
Model of early cardiac development. (**A**) Cells located in distal regions of the primitive streak contribute first to the left ventricle (mid-streak stage), then to the right ventricle (late-streak stage), and finally to the outflow tract (OB-EB stages). Although the outflow and atria leave the primitive streak at similar stages, they arise from different regions. The outflow tract originates from distal locations in the primitive streak while atrial progenitors are positioned more proximally. The distal primitive streak cells express *Foxa2* when they contribute to the ventricles. They stop expressing *Foxa2* when they contribute to the outflow tract. (**B**) Proposed location of the FHF, AHF, and pSHF in comparison to the hypothetical fate of these different cardiac regions at the pre-headfold stage in (A). (**C**) Lineage tree of the primitive streak. Within the distal end of the primitive streak, independent primitive streak cells contribute to the left ventricle, the right ventricle, the (at the mid-late streak stage) and to the outflow tract (OB-EB stages). A common progenitor between the right ventricle and the outflow tract exists. By contrast, atrial progenitors are located in the proximal primitive streak and a common progenitor between the left ventricle and atrium may exist in the primitive streak. AHF, anterior heart field; aPS, anterior primitive streak; AVC, atrioventricular canal; cranial pxm, cranial paraxial mesoderm; EB, early bud; epi, epicardium; FHF, first heart field; LV, left ventricle; OB, no bud; OFT, outflow tract; Pha, Pharyngeal arches; PS, primitive streak; pSHF, posterior second heart field; RV, right ventricle.

### Primitive streak origin of the cardiac progenitors

While our *Foxa2* lineage tracing demonstrates an aPS origin of the ventricular myocardium, it is likely that more proximal regions of the PS marked by M*esp1* at the mid-late streak stage also contribute to the ventricles. Two lines of evidence support this hypothesis. First, the maximum contribution of the *Foxa2* progeny to the ventricles is 30% to 50% in *Foxa2*-based lineage tracing experiments ([8] and this study). This suggests that the *Foxa2* progeny represent a subset of the whole pool of ventricular progenitors. Second, fate mapping analysis in the mouse demonstrated that some cells from the middle/proximal regions of the PS also contributed to the cardiac crescent or FHF (which mostly form the left ventricle) in addition to the aPS [70]. Further investigation is required to characterise the descendants and contribution of the proximal primitive streak to the ventricles and whether or not they overlap with descendants of *Foxa2* progenitors. It is also unclear whether the *Foxa2* progeny contribute to a population of multipotent progenitors recently identified at the intra-/extraembryonic boundary in the FHF [24,25]. Instead, these progenitors may arise from an early population of proximal *Mesp1*-positive primitive streak cells (Fig 11C) [25].

Our *T*-lineage tracing experiments demonstrate that most of the atria arise from late OB-EB stages primitive streak. Our results further revealed that a subset of the atrial progenitors is gradually incorporated into posterior regions of the FHF to establish the inflow of the initial heart tube. This is consistent with the notion that the FHF contributes to part of the atria [21,22]. The earliest PS cells contribute to the most anterior regions of the FHF which are fated to give rise mostly to the left ventricle and atrioventricular canal in addition to the epicardium in the heart while a rare contribution to the dorsal aspect of the right atria is noted [25]. Thus, we propose that in the proximal regions of the primitive streak, progenitors contributing to the atrioventricular canal and left ventricle are the first to emigrate followed rapidly by the atrial progenitors and a subset of these will contribute to posterior regions of the FHF (Fig 11C).

### Lineage relationships between cardiac progenitors

The *Foxa2* lineage tracing demonstrates the existence of a common lineage between the right ventricle and the outflow. This suggests a population of cells resides within the PS, the progeny of which contributes successively to the right ventricle and outflow tract progenitor pools while self-renewing (see model in Fig 11A–11C). This is similar to a previous study that found the progeny of individually labelled primitive streak cells contributed to the notochord and somites while also leaving descendants in the primitive steak [71]. Live imaging experiments will provide a more direct indication of the existence of asymmetric cell divisions mediating this process within the primitive streak.

While the right ventricle and outflow tract progenitors were identified in the anterior/distal primitive streak, atrial progenitors were located in the proximal primitive streak. This spatial segregation suggests that atrial progenitors are likely to constitute a pool of progenitors independent from right ventricle and outflow cardiac progenitors because of their physical separation. This is consistent with the initial clonal analysis from Meilhac and colleagues [2], which concluded that atrial cells became clonally distinct before the presumptive right ventricle and outflow tract [2]. Subsequent clonal experiments tracing *Mesp1*-positive progenitors [6,7] also resulted in small clones spanning both the right ventricle and outflow tract compartments, while independent clones were found in the atria [6,7] in addition to left ventricle–atrium clones [6]. Thus, atrial progenitors are likely to constitute a pool of progenitors in the primitive streak distinct from a common progenitor for the right ventricle and outflow tract (see the model in Fig 11C).

Meilhac and colleagues also observed 2 classes of larger clones extending across multiple compartments. This demonstrated the existence of 2 cardiac lineages in the embryo corresponding to the 2 heart fields [1,2]. Our analysis and others [6,7,25] suggest that the segregation of 2 cardiac lineages could only occur before the onset of gastrulation, for example, at the epiblast stage. A further subdivision into progenitors with more restricted cardiac lineages then arises when epiblast cells ingress through the primitive streak during gastrulation. This is reflected by the existence of progenitor subpopulations within the FHF and SHF corresponding to the prospective left and right ventricle, outflow tract, and atria.

### A combination of intrinsic factors and inductive events specify and pattern the cardiac progenitors

Depending on the initial timing and site of ingression through the primitive streak, cardiac progenitors might adopt distinct migratory routes that expose them to different signalling environments and influencing their cardiac fate. BMPs and Fgfs secreted by the anterior endoderm [72–75], retinoic acid expressed in the posterior lateral plate mesoderm [14,15], and signals expressed in the anterior intestinal portal (AIP) at later stages [76] all contribute to the patterning of the cardiac progenitors. A Hedgehog-Fgf signalling axis has also been proposed to pattern the anterior mesoderm to allocate the head and heart during mesodermal migration [13]. Our analysis shows that the primitive streak cells that contribute to either the ventricles or the poles of the heart are molecularly distinct prior to migration. For example, changes in the transcriptional profile of primitive streak cells, including the down-regulation of *Foxa2* expression, accompany the transition from contributing to the right ventricle to supplying the outflow tract. This mode of cellular diversification is reminiscent of temporal programmes in other tissues, such as neural progenitors [77], where sequential expression of distinct sets of transcription factors in progenitors defines the later differentiated cell types. These findings raise the possibility that cardiac progenitors are specified via a combination of both initial conditions set in the primitive streak and inductive events happening during migration [13,46] or once cells have reached their final location in the embryo.

Our analysis could not resolve putative differences between left and right ventricular progenitors in the primitive streak. A more precise staging of embryos separating the mid from the late streak stages within a single-cell transcriptomic assay will be required for this. Transcriptional differences between left and right ventricular progenitors may be established during migration by exposure to BMP and FGF signalling, both of which are known to mediate mediolateral patterning of the mesoderm [36,37,78,79].

The observation that initial molecular differences in the primitive streak lead to mesodermal cells that generate distinct populations of cardiac progenitors might inform in vitro cardiac differentiation protocols [80,81]. We show that atrial cells are located in the proximal primitive streak where BMP signalling marked by P-Smad1/5/8 is high [64]. By contrast, ventricular progenitors originate in aPS regions where cells are exposed to high Nodal signalling. This is consistent with methods to generate cardiac cells from human ESCs in vitro that rely on exposure to different levels of Nodal and BMP signalling [80]. A higher ratio of BMP4 to activin A signalling is required for the generation of Raldh2-positive mesoderm, which forms atrial cells. Conversely, the generation of ventricular cardiomyocytes relies on a higher level of activin to BMP4 signalling and the formation of Raldh2-negative CD235a-positive mesoderm [80].

We conclude that cardiac progenitors are prepatterned within the primitive streak, and this prefigures their allocation to distinct anatomical structures of the heart. Further work will be required to test if generating the correct population of primitive streak cells can obtain purer populations of cardiomyocytes from pluripotent stem cells. Our analysis will also help identify the initial mesodermal population that when dysregulated leads to specific malformations in the heart. For example, left ventricle hypoplasia results from a reduction in the number of specified cardiomyocytes within the mesoderm, and this is due to a reduction in the expression of key cardiac transcription factors [82]. Whether such cardiac defects can arise from mutations affecting initial primitive streak cell populations and mesoderm remains to be addressed.

## Methods

### Experimental model and subject details

All animal procedures were performed in accordance with the Animal (Scientific Procedures) Act 1986 under the UK Home Office project licenses PF59163DB and PIL IA66C8062.

### Mice

The *T*^*nEGFP-CreERT2/+*^(MGI:5490031) and *Foxa2*^*nEGP-CreERT2/+*^ (MGI:5490029) lines [16] were obtained from Hiroshi Sasaki. The *R26* ^*Tomato Ai14*/ *Tomato Ai14*^ (*Gt(ROSA)26Sor*^*tm14(CAG-tdTomato)Hze*^ (MGI:3809524), *Gt(ROSA)26Sor*^*tm4(ACTB-tdTomato*,*-EGFP)Luo*,^ (MGI: 3716464) were obtained from the Jackson Laboratory. The *Mesp1*^*tm2(cre)Ysa*^ (MGI:2176467) line was obtained from MRC Harwell, Mary Lyon. The TCF/Lef:H2B:mCherry WNT reporter line was generated in house by the Briscoe laboratory [83].

### BRE:H2B-Turquoise BMP reporter line

The MLP:H2B-Turquoise sequence (originally from BRE-MLP-H2B-Turquoise pGL3 basic, Briscoe lab, Addgene, ID number: 171499) was cloned using In-Fusion Cloning (Takara, 639650) between 2 chicken insulators at the BamHI site of plasmid pJC5-4 [84] without the LCR fragment. The 1.6-kb MLP:H2B-Turquoise fragment was amplified using Phusion High-Fidelity PCR Master Mix (ThermoFisher Scientific, F532L) according to the manufacturer’s instructions. Subsequently, the 92-bp BRE element was isolated with MluI/XhoI digest from BRE-MLP-H2B-Turquoise pGL3 basic and cloned 5′ to the MLP sequence of MluI/XhoI-digested MLP:H2B-Turquoise pJC4-4 plasmid. The final plasmid was linearized with NdeI and used for pronuclear injection using fertilised embryos from the F1 hybrid strain (C57BL6/CBA). Mice with BRE reporter activity were verified by genotyping by a commercial vendor (Transnetyx). 5′-3′ Forward primer: CACAAGCTGGAGTACAACTACATCAGCGA Reporter 1: TCTATATCACCGCCGAC Reverse Primer: GGCGGATCTTGAAGTTGGCCTTGA. The BRE reporter line was maintained on the F1 background by crossing heterozygous *BRE*:*H2B-Turquoise* mice to F1 wild-type mice.

### Lineage tracing of the *T*- and *Foxa2*-expressing cells

Lineage tracing of *T and Foxa2* mesodermal progenitors was performed by crossing *T*^*nEGFP-CreERT2/+*^ and *Foxa2*^*nEGP-CreERT2/+*^ *with R26* ^*Tomato Ai14*/ *Tomato Ai14*^ mice. To gain better control over embryonic staging, mice were synchronised in estrus by introducing soiled bedding from a male’s cage into the females’ 3 days in advance. On the fourth day, mice were crossed over a 2-hour period from 7 AM to 9 AM. Vaginal plugs were checked at 9 AM and, if positive, the embryonic day was defined at E0. This was followed by tamoxifen oral gavage with tamoxifen at 0.08 mg/body weight (T5648 SIGMA) dissolved in corn oil at indicated times.

### Whole-mount immunofluorescence and image acquisition

Embryos were fixed for 20 minutes (for early E6.5-E7.5 embryos) or overnight (for late E12.5 hearts) in 2% PFA at 4°C, then permeabilized in PBST (PBS containing 0.5% Triton X-100) for 15 minutes (for early E6.5-E7.5 embryos) or 1 hour (for late E12.5 hearts) and blocked for 5 hours (5% donkey serum, Abcam ab138579). Embryos were incubated overnight at 4°C with antibodies diluted in PBST (PBS 0.1% Triton X-100): rabbit anti-Oestrogen Receptor alpha antibody (Sp1) (1:100, Abcam ab16660), rat anti-Flk1 (1:250, BD Biosciences 55307), goat anti-DKK1 (R&D Systems, AF1765), rabbit ranti-Aldh1a2 (Abcam ab96060), rat anti-CER1 (R&D Systems, MAB1986), goat anti-T (1:250, R&D Systems AF2085), rabbit anti-FOXA2 (1:250, Abcam ab108422); mouse anti-cTNT2 (1:250, Thermo Fischer Scientific Systems, MS295P0); rabbit anti-PhosphoSMAD1/5/8 (1:250, Cell Signalling D5B10 Rabbit mAb #13820). After washing in freshly prepared PBST at 4°C, embryos were incubated with secondary antibodies (Molecular Probes and Biotium) coupled to AlexaFluor 488 or 647 fluorophores and CF430 as required at 1:250 overnight at 4°C. Before imaging, embryos were washed in PBST at room temperature. Confocal images were obtained on an inverted Zeiss 710 confocal microscope with a 20X water objective (for early E6.5-E7.5 embryos) or a 10X air objective (0.4 NA) (for late E12.5 hearts) at a 1024 × 1024 pixels dimension with a z-step of 3 to 6 μm (2 × 2 tile scale, for the late E12.5 hearts). Embryos were systematically imaged throughout from top to bottom. Images were processed using Fiji software [85].

### Image analysis

To segment the Foxa2- and T-positive cells, a Gaussian filter whose radius is adjusted to the typical size of a cell was first applied with Fiji [85]. The resulting image was next converted to a mask by thresholding. When objects touched each other, a watershed on the binary mask. Finally, particle analyser generated a binary image with objects outside specified size (50) and circularity (0.75 to 1.00) removed. This process was repeated in each optical z-section of the z-stack. To quantify the surface area of the tdTomato-labelled myocardial cells, patches of tdTomato cells were manually segmented and area measured with Fiji [85] for each individual heart within each litter.

### PCR analysis

Primers were designed to span the floxed SV40 poly(A) signal sequence removed from the genome following Cre recombinase-mediated recombination: 5′-3′ Forward primer: CGTGCTGGTTATTGTGCTGT; Reverse: CATGAACTCTTTGATGACCTCCTCGC. Primers yield a 1,145-bp product from unrecombined DNA and a 274-bp product following recombination. gDNA was extracted using the HotSHOT method [86] from either the ear clip of an adult *R26* ^*Tomato Ai14*/ *Tomato Ai14*^ mouse (unrecombined) or tail bud dissected from E9.5 embryos from a pregnant *T*^*nEGFP-CreERT2/+*^ *R26* ^*Tomato Ai14*/ *Tomato Ai14*^ mouse, at 2, 4, and 12 hours following oral gavage with Tamoxifen at 0.08 mg/body weight (T5648 SIGMA) dissolved in corn oil. gDNA was then used in Q5 High-Fidelity 2X Master Mix (NEB) PCR reactions according to the manufacturer’s instructions. Amplicons were resolved on a 2% agarose gel with a 100-bp ladder.

### Sample preparation for single-cell RNA sequencing

*T*^*nEGFP-CreERT2/+*^ *R26* ^*Tomato Ai14*/*Tomato Ai14*^ mouse embryos were imaged prior to dissociation with a Leica stereo fluorescent microscope with an exposure of approximately 1 mn to reveal the tdTomato signal. Sample preparation was done using previously established method [87]. Mouse embryos were dissected in Hanks Balanced Solution without calcium and magnesium (HBSS, Life Technologies, 14185045) supplemented with 5% heat-inactivated foetal bovine serum (FBS). The samples were then incubated on FACSmax cell dissociation solution (Amsbio, T200100) with 10× Papain (30 U/mg, Sigma-Aldrich, 10108014001) for 11 minutes at 37°C to dissociate the cells. To generate a single-cell suspension, samples were transferred to HBSS, with 5% FBS, rock inhibitor (10 μM, Stemcell Technologies, Y-27632) and 1× nonessential amino acids (Thermo Fisher Scientific, 11140035), disaggregated through pipetting, and filtered once through 0.35 μm filters and once through 0.20 μm strainers (Miltenyi Biotech, 130-101-812). Quality control was assayed by measuring live cells versus cell death, cell size, and number of clumps, and 10,000 cells per sample were loaded for sequencing.

### Analysis of scRNA-seq data

A suspension of 10,000 single cells was loaded onto the 10x Genomics Single Cell 3′ Chip, and cDNA synthesis and library construction were performed as per the manufacturer’s protocol for the Chromium Single Cell 3′ v2 protocol (10x Genomics; PN-120233) and sequenced on an Hiseq4000 (Illumina). 10x CellRanger (version 3.0.2) was used to generate single-cell count data for each sample using a custom transcriptome built from the Ensembl mouse GRCm38 release 86 with the addition of the sequence from tdTomato Ai9 plasmid [17]. Due to 10x’s poly A bias, an additional 225 bases between the tdTomato gene stop codon and the bGH poly(A) signal was included to represent the WPRE gene. Depth of sequencing was 47,975 mean reads per cell for the E7+14h dataset, 32,629 mean reads per cell for the MS-LS dataset, and 64,340 mean read per cell for the OB-EB dataset. All subsequent analyses were performed with R (v.3.6.1) (R Core Team (2013)) using the Seurat (v3) package [88]. Primary filtering was performed on each dataset by removing from consideration: cells expressing unique feature counts fewer than 500, number of Unique Molecular Identifiers (UMIs) fewer than 1,000, and cells for which mitochondrial genes made up greater than 3 times the standard deviation value of all expressed genes. Each dataset was normalised using the “LogNormalize” function, with a scale factor of 10,000. The top 2,000 highly variable genes were found using the “FindVariableGenes” function and the data centred and scaled using the “ScaleData” function. PCA decomposition was performed and after consideration of the eigenvalue “elbow-plots,” the first 50 components were used to construct Uniform Manifold Approximation Projection (UMAP) plots. Samples E7+14h and E7.75 from Pijuan and colleagues [3] were integrated using Seurat standard integration workflow. Common anchor features between both experiments were selected using the “FindIntegrationAnchors” functions, using the first 20 dimensions. Cluster identity from Pijuan and colleagues E7.75 dataset [3] was next transferred to the E7+14h dataset. Cluster specific gene markers were identified using the “FindMarkers” function using the settings (min.pct = 0.25; min.diff.pct = 0.1; and return.thresh = 0.0001), which uses the Wilcoxon rank sum test to compare each cell belonging on one cluster versus all other cells. Genes were ranked based on logFC and the highest logFC was used to determine unique markers per cluster. Selected cluster marker genes were used to draw a heatmap showing the expression of tdTomato on the top row (S12A Fig and S5 Source Data). The clustering analysis was then repeated by increasing the resolution parameter and discernible clusters with marker genes corresponding to clusters 1 to 6 and anterior paraxial mesoderm were identified (S5 Source Data). Cluster specific markers were also identified, after subsetting only clusters, 1, 2, 3, 4, 5, and 6 (Fig 8F and S5 Source Data). Samples E6+21h and E7+3h were similarly integrated using Seurat standard integration workflow. Common anchors feature between both experiments were selected using the “FindIntegrationAnchors” functions, using the first 20 dimensions. Clusters were labelled and grouped using preexisting cell markers [3] and differential expression between clusters were determined using the “FindMarkers Function,” without logfc or minimum percentage expressed thresholds. Genes showing the largest logFC and smallest adjusted *p*-value between clusters were used to generate heatmaps (S7 Source Data).

### Embryo culture and two-photon live imaging

Embryos were dissected at E6.5 in preequilibrated DMEM supplemented with 10% FBS, 25 mM HEPES-NaOH (pH 7.2), penicillin (50 μml21), and streptomycin (50 mgml21). Embryos were cultured in 100% fresh rat serum filter sterilised through a 0.2-mm filter. To hold embryos in position during time-lapse acquisition, we made bespoke plastic holders with holes of different diameters (0.3 to 05 mm) to ensure a good fit of embryos similarly to the traps developed by Ivanovitch and colleagues [89] and Nonaka and colleagues [90,91]. Embryos were mounted with their anterior side facing up. To avoid evaporation, the medium was covered with mineral oil (Sigma-Aldrich; M8410). Before starting the time-lapse acquisition, embryos were precultured for at least 2 hours in the microscopy culture set up. The morphology of the embryo was then carefully monitored and if the embryos appeared unhealthy or rotated and or moved, they were discarded, otherwise, time-lapse acquisition was performed. For the acquisition, we used the multiphoton MPSP5 equipped with a 5% CO2 incubator and a heating chamber maintaining 37°C. The objective lens used was a HCX APO L 20x/1.00 W dipping objective, which allowed a 2-mm working distance for imaging mouse embryos. A SpectraPhysics MaiTai DeepSee pulsed laser was set at 880 nm and used for one-channel two-photon imaging. Leica Las AF software was used for acquisition. Image settings was: output power: 250 mW, pixel dwell time: 7 μs, line averaging: two and image dimension: 610 × 610 μm (1,024 × 1,024 pixels). To maximise the chance of covering the entire embryo during the long-term time-lapse video, we allowed 150 to 200 μm of free space between the objective and the embryo at the beginning of the recording.

## Supporting information

S1 Fig Tamoxifen activity persists for at least 24 hours when administrated at a high dose by oral gavage. **(A)** The administration of a high dose of tamoxifen (0.08 mg/bw by oral gavage) at E5 in *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ mice leads to the presence of tdTomato-positive cells in mesoderm derivatives including cardiomyocytes (see yellow arrow in inset), head mesenchyme (red arrow), endothelium (green arrow), and allantois. a, allantois; hm, head mesoderm; ht, heart tube. Mouse were mated for a 2-hour period. Scale bar: 100 μm.
(TIF) Click here for additional data file.

S2 Fig Genetic tracing of the *T+* primitive steak cell with the R26mt/mg reporter. **(A)** Representative hearts resulting from the administration of tamoxifen at E6+8h (i) and E7+7h (ii, iii) in *T*^*nGPF-CreERT2/+*^*; R26R*^*mtmg/+*^ immunostained with cTnnT to reveal the cardiomyocytes (blue).
(TIF) Click here for additional data file.

S3 Fig CreErt2 nuclear localisation 2 hours after tamoxifen administration. **(A)** Representative embryos resulting from a 2-hour pulse of tamoxifen via oral gavage (0.08 mg/bw) immunostained with oestrogen receptor. Embryos have been immunostained simultaneously and image under the same conditions. Maximum z-projection (i–iii) and single optical sections (iv–vi) are shown.
(TIF) Click here for additional data file.

S4 Fig Recombination of the R26RtdTomato reporter is occurring 2.5 hours after tamoxifen administration by oral gavage. **(A, B)** PCR amplicons generated from the genomic region in which Cre-mediated recombination occurs from *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ s embryos (A), resolved on an agarose gel (B). Before recombination, the PCR product is 1,145 bp (white rectangle); after recombination, it is 274 bp (black rectangle). Template gDNA was extracted from either an ear clip of an adult *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ mouse (untreated) or *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ embryos (i, ii) following oral gavage with Tamoxifen, as labelled. An increase in the proportion of the recombined band can be seen over time following Tamoxifen administration. The data can be found in S2 Raw image.
(TIF) Click here for additional data file.

S5 Fig *Foxa2*-expressing cells contribute to the outflow tract myocardium but not to the atria. **(A)** Heart resulting from the administration of tamoxifen at E6+21h. View is ventral. tdTomato-positive cardiomyocytes are absent from the myocardium in the atria; however, contribution to the epicardium (yellow arrow) and myocardium (yellow arrows) in the ventricle and outflow tract is visible. (**B**) E8 embryo resulting from the administration of tamoxifen at E6+21h in *Foxa2*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ mouse and immunostained for Foxa2 (green). tdTomato-positive cells are localised in the pericardium, cardiomyocytes and endoderm but not in the endocardium. cardio, cardiomyocyte; CC, cardiac crescent; cTnnT, cardiac troponinin T; endo, endoderm; LA, left atria; LV, left ventricle; OFT, outflow tract; RA, right atria; RV, right ventricle. Scale bars: 200 μm in (A) and 100 μm in (B).
(TIF) Click here for additional data file.

S6 Fig T and Foxa2 colocalise in primitive streak cells. (**A–D**) Single optical sections from same embryos as shown in Fig 4. E6+21h MS (A–A”) and LS (B–B”) and E7+7h EB (E, F) embryos are immunostained for T (red) and Foxa2 (green). Views are lateral/slightly posterior. Insets in Ai, Aii, Bi, and Di show magnified views (A–C). White arrows point to T+/Foxa2+ double positive cells in the definitive endoderm (Ai, Aii) at MS position in MS-LS embryos (Bi and Ci). Scale bar: 100 μm. EB, “early bud” stage; LS, late-streak; MS, mid-streak; PS, primitive streak.
(TIF) Click here for additional data file.

S7 Fig Segmentation of the proximal and distal primitive streak cells. (**A**) Example of a segmented images based on T signal for the proximal cells (i) and Foxa2 signal for the distal cells (ii). Segmentation for only the tdTomato-positive cells is shown in (iii). Merge of the 2 segmented images (i and ii) is shown in (iv).
(TIF) Click here for additional data file.

S8 Fig Characterisation of the *Foxa2* lineage-positive mesodermal cells. **(A)** Representative *Mesp1*^*cre/+*^*;R26R*^*mGFP/+*^ embryo at about E7.5. (**B, C**) Representative embryos resulting from the administration of tamoxifen at E6+21h in *Foxa2*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/+*^ immunostained for Foxa2 (blue) and Cer1 (blue) (B) or Foxa2 (blue) and Flk1 (green) (C). Inset in Bi–Ci show magnified view (B, C) in single optical section. (**D**) Representative E7.5 embryo immunostained for DKK1 (red) and Foxa2 (green). (**E**) Representative TCFdsred embryo (red) at E7.5 immunostained for Foxa2 (green). Ant, Anterior; post., posterior; PS, primitive streak. Scale bar: 100 μm.
(TIF) Click here for additional data file.

S9 Fig Bre-cerulean line report BMP signalling activity in the mesoderm. (**A–A”**) Colocalisation of the Cerulean signal and P-Smad1/5/8 in Bre-cerulean embryos at the cardiac crescent stage. (A) z-max proj. (A’) Single optical projection. (A”) Magnified view form insets in A’. cc., cardiac crescent; e, endoderm; p, pericardium. Scale bar: 100 μm.
(TIF) Click here for additional data file.

S10 Fig Outflow tract and atrial progenitors are located away from regions with high BMP signalling activity. **(A)** tdTomato localisation in *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ embryos immunostained against P-Smad1/5/8 following tamoxifen administration at E7+7h. cc, cardiac crescent; pm, pharyngeal mesoderm. Yellow arrow points to a Phospho-Smad1/5/8+/tdTomato+ cell, red arrows point to Smad1/5/8−/tdTomato+ cells. Scale bar: 100 μm.
(TIF) Click here for additional data file.

S11 Fig Assignment of cluster identities in scRNA-seq E7+7h dataset. (**A**) UMAP plot of the Pijuan and colleagues E7.75 dataset [3]. (**B**) UMAP plot of the E7+7h *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ dataset clustered at resolution 4.5. (**C, D**) UMAP plot showing the integrated data from the 2 scRNA-seq E7+7h *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ and Pijuan and colleagues E7.75 dataset [3]. Colour codes correspond to the embryonic stage of collection or population identity (**C**) and clusters (**D**). Note, the paraxial mesoderm cluster is split into 2 sublcusters we named “paraxial mesoderm” and “anterior paraxial mesoderm” based on expression of marker genes (see also Fig 8D, S12A Fig, and S5 Source Data).
(TIF) Click here for additional data file.

S12 Fig scRNA-seq analysis of the E7+7h *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ dataset. **(A)** Expression heat map of marker genes (S5 Source Data) and tdTomato. Scale indicates z-scored expression values. (**B**) UMAP showing the log normalised counts of selected genes (**C**) Percentage of tdTomato-positive cells in each cluster for expression values above 0.1 and 1. The data underlying (C) can be found in S6 Source Data. (**D**) Dot plot of factors with restricted expression in progenitors. Dot size corresponds to the percentage of cells expressing the feature in each cluster, while the colour represents the average expression level. The data underlying (D) can be found in S5 Source Data. aPxm, anterior paraxial mesoderm; cm, cardiomyocytes; Phm, pharyngeal mesoderm; Pxm, paraxial mesoderm.
(TIF) Click here for additional data file.

S13 Fig Identification of mesodermal subclusters and gradient of tdTomato expression. **(A)** Repartition of the cells from the FHF, AHF, pSHF, and aPxm cluster to subclusters 1, 2, 3, 4, 5, and 6 and aPxm. The data underlying (A) can be found in S6 Source Data. (**B**) Dot plot of factors with restricted expression in progenitors. Dot size corresponds to the percentage of cells expressing the feature in each cluster, while the colour represents the average expression level. The data underlying (B) can be found in S5 Source Data. AHF, anterior heart field; aPxm, anteriorparaxial mesoderm; FHF, first heart field; pSHF, posterior second heart field.
(JPG) Click here for additional data file.

S14 Fig scRNA-seq analysis of the mid-late streak and OB-EB stages. **(A** and **C)** UMAP plot coloured by cluster identity from scRNA-seq analysis of *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ embryos at the E6+21h, MS-LS stages (A) and at the E7+3h, OB-EB stages (C). (**B** and **D**) UMAP showing the log normalised counts of selected genes. Colour intensity is proportional to the expression level of a given gene. aPS, anterior primitive streak; DE, definitive endoderm; EB, early bud; LPM/Ex-meso, lateral plate mesoderm and extraembryonic mesoderm; mesenchyme; LS, late streak; MS, mid-streak; Nascent meso, nascent mesoderm; OB, no bud; PGC, primordial germs cells; PS, primitive streak; scRNA-seq, single-cell RNA sequencing; UMAP, Uniform Manifold Approximation Projection.
(TIF) Click here for additional data file.

S15 Fig tdTomato reads in *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ at the mid-late streak and OB-EB stages. **(A, B)** Violin plots showing tdTomato expression for each cluster in *T*^*nGPF-CreERT2/+*^*; R26R*^*tdTomato/tdTomato*^ mid-late streak (A) and OB-EB (B) embryos shown in Fig 9A. The data underlying (A, B) can be found in S7 Source Data.
(TIF) Click here for additional data file.

S1 Raw image Related to Fig 1G. (TIF) Click here for additional data file.

S2 Raw image Related to S4 Fig. (TIF) Click here for additional data file.

S1 Source Data Quantification of labelled surface area related to Fig 1D and 1E. (XLSX) Click here for additional data file.

S2 Source Data Quantification of T and ERT intensities related to Fig 1K and 1M. (XLSX) Click here for additional data file.

S3 Source Data Quantification of labelled surface area related to Fig 3D and 3E. (XLSX) Click here for additional data file.

S4 Source Data Quantification of T and Foxa2 intensities related to Fig 5E and 5F. (XLSX) Click here for additional data file.

S5 Source Data Single-cell RNA sequencing data related to Fig 8F, S12A and S12D and S13B Figs. (XLSX) Click here for additional data file.

S6 Source Data Quantification of the tdTomato-positive cells in each cluster related to Fig 8D–8F and S13A Fig. (XLSX) Click here for additional data file.

S7 Source Data Single-cell RNA sequencing data related to Fig 9, S14A–S14D and S15A and S15B Figs. (XLSX) Click here for additional data file.

S1 Movie Related to Fig 10. (AVI) Click here for additional data file.

## Abbreviations

AHF: anterior heart field
AIP: anterior intestinal portal
aPS: anterior primitive streak
cTnnT: cardiac troponinin T
EB: early bud
EHF: early head fold
FBS: foetal bovine serum
FHF: first heart field
LB: late bud
nGFP: nuclear localised GFP
OB: no bud
pSHF: posterior second heart field
SA: surface area
SHF: second heart field
tam: tamofixen
UMAP: Uniform Manifold Approximation Projection
UMI: Unique Molecular Identifier

How the deposited data were processed for this re-analysis (not part of the article)

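Single-cell libraries of 3 stages were analysed, MS-LS, OB-EB and EHF, each made from *T* nEGP-CreERT2/+ *R26R* tdTomato/tdTomato embryos treated with tamoxifen and pooled before dissociation. The authors prepared the libraries with the Chromium 3′ assay, aligned the reads and counted UMIs with CellRanger against GRCm38 with the reporter's vector sequences added, and removed barcodes with few genes, few UMIs or a high share of mitochondrial transcripts. They deposited the counts of each gene in each cell without normalization. The 4 count tables hold whole numbers, and their cells had at least 500 genes and 1000 UMIs. A pair of tables belongs to the EHF stage. These tables hold the same counts and were treated as 1 library.

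The MS-LS, OB-EB and EHF tables hold 3635, 3994 and 3494 cells, the numbers of cells the paper gives. The median UMIs per cell were 4251, 2620.5 and 5584. The stated limit on mitochondrial transcripts was applied again as the mean plus 3 SD of each library, and it left 3603, 3953 and 3449 cells. Since the deposited tables had passed the authors' filter, all of their cells were used.

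Each stage is 1 library and its cells were not assigned to embryos. Cells are not replicates, so no test between conditions was made, and no p-value, standard error or number of changed genes was taken from cells. Sums of UMIs carry exact Poisson 95% intervals and shares of cells carry exact binomial 95% intervals (Clopper-Pearson), and both cover counting error only. Log2 ratios between groups carry the interval of the ratio of their UMI sums. A gene with no UMI in a group was set against a floor of 3 UMIs over the group. This gives a lower bound for the measured level of the other group, without the counting error of that level.

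EHF cells were clustered with Seurat 5.3.0 in R 4.3.3, after the paper's methods, on log-normalised counts (scale factor 10000), 2000 variable genes and 50 principal components, at resolutions of 4.5 and 12. Reporter features and the 16 genes that the paper names by heart field were held out of the variable genes. A cluster was scored by the mean log2 ratio of its marker genes over the other cells, with a pseudocount of 10 CPM, and a marker counted as detected when at least 20% of the cluster's cells had a UMI of it and its level was 2 times that of the other cells. The 10 leading genes of a cluster were its genes with the largest ratio among those with a UMI in at least 25% of its cells. A cluster was named after the best-scoring of 21 cell types only with 3 detected markers, a margin of 0.2 over the next type, and no larger number of another type's markers among the leading genes. Clusters of low UMI count with no marker of their type among the leading genes also stayed unnamed. The markers were fixed beforehand and the naming margin was set after the data were seen. It left cluster 20 of resolution 12 unnamed and it changed some of the alternative clusterings, so names without it were computed as well. Markers of the heart fields came from the paper's S5 Source Data, which was drawn from the same library.

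Streak cells were not clustered again. They were taken by barcode from the Fig 9G and 9H sheet of S7 Source Data. Epiblast, definitive endoderm, and endothelial and blood cells were taken from the cluster names in the sheets behind S15 Fig. These sheets were held only in part, with 1999 rows for MS-LS and 1551 for OB-EB, and 398 and 1475 more rows not held. The populations outside the streak may therefore be incomplete, and unevenly so between the libraries. Shares of cells were compared across depths after each cell was thinned at random to 1500, 2000 or 3500 UMIs. Cells were called female with a *Xist* UMI and no UMI of 4 Y-linked genes, and male in the opposite case, to ask whether a value rests on some embryos of a pool. Doublets were kept. Scrublet in scanpy 1.11.5 marked 8, 0 and 4 cells of the MS-LS, OB-EB and EHF libraries with its automatic threshold, which is under 0.5% of the cells, so the 5% of cells with the highest scores (182, 200 and 175) were left out as an alternative. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, leidenalg 0.10.2 and matplotlib 3.10.9. Gene positions are from a GENCODE annotation of GRCm38.

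The genes named are those the paper names in its single-cell sections, apart from 1 that is not reported here, the genes of the Fig 9E sheet as a set, and the 5 genes with the largest CPM ratio in each direction between MS-LS and OB-EB primitive streak cells. Genes entered this ranking with at least 100 UMIs over both groups and at least 1 in each, and mitochondrial, ribosomal protein and sex-linked genes were left out. Lists of 12 somite and 14 lateral plate genes were written to ask what the pSHF-like class holds. *Actb* and *Arpc2* were chosen after their values were seen.

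The steps were tested on simulated data. For the ratio of MS-LS over OB-EB primitive streak cells, drawn over 4239 genes of which 200 were changed, all 200 came out in the right direction, 95.8% of the intervals held the true ratio and the median error was −0.0074. The counts were drawn as Poisson counts, so this coverage is that of counting error alone. In the same simulation, the mean UMIs per cell of 4039 unchanged genes differed by 1.16 on the log2 scale, since the groups differ in depth. In 200 draws of a gene with equal levels in these groups, the shares of cells with a UMI differed by 24.8 percentage points, and by −0.0517 points after thinning to 2000 UMIs. Naming was tested for the EHF clusters over 18640 genes. In this test 21 of 21 simulated types were named correctly and 3 of 3 clusters without markers stayed unnamed. Each simulated type was a separate set of cells with all of its markers raised. The test therefore covers neither the clustering nor clusters of mixed identity.

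Before the data were examined, 55 alternatives were fixed, and 7 were added afterwards. They cover the threshold on tdTomato, depth, doublets, clustering resolution and tool, genes held out, scaling, cell filters and the sex of the cells. The paper's imaging and lineage tracing were not used here, nor were its integrated embedding and heat maps of z-scores.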

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

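The tests on the SV40 polyadenylation sequence, the levels of the 5 leading OB-EB genes outside the streak and the tests of *T* alone outside the streak and of *T* from streak cells were chosen only after the results were seen. The comparison of the leading OB-EB genes with the EHF library was planned.

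The count tables list up to 7 sequences of the reporter vector, of which the paper uses tdTomato. The SV40 polyadenylation signal, which the paper's methods describe as removed by recombination, gave 738 UMIs at MS-LS, 751 at OB-EB and 158 at EHF, which is 41.1 CPM (95% interval 38.2 to 44.1), 61.7 CPM (57.3 to 66.2) and 7.75 CPM (6.59 to 9.06). A UMI was found in 18.0%, 16.8% and 4.46% of the cells. The paper does not report on this sequence, which stood out because it fell from OB-EB to EHF while tdTomato, at 4.51, 11.2 and 27.5 CPM, rose. Both were higher at OB-EB than at MS-LS. Cells without the cassette, which would give a background level, were not analysed here. Fewer UMIs per cell at EHF are excluded as the cause, since the EHF median of 5584 UMIs per cell is the highest of the libraries. Removal of the sequence by recombination is excluded as the whole cause as well. In 10 extra-embryonic and erythroid EHF clusters (1073 cells), where tdTomato was at 1.51 CPM, the signal was at 4.82 CPM (3.30 to 6.80), still far below the earlier libraries. The other 2 polyadenylation signals were also lowest at EHF, with 6.73, 22.8 and 3.48 CPM for bGH and 3.45, 2.54 and 0.932 CPM for PGK. The neomycin resistance sequence (10.7, 15.4 and 20.9 CPM) and the chimeric intron (2.39, 9.77 and 16.0 CPM) were highest there, as tdTomato was. The right arm of the *Rosa26* locus had 3 UMIs at OB-EB and is not listed in the other tables. What sets the polyadenylation signals apart from the others was not tested. The sequence of the *T* nEGP-CreERT2 allele was not used here, so whether it carries such a signal is not known, and the UMIs need not come from the reporter cassette. A difference between libraries and a change with stage both stay open, and neither was tested.

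The 5 genes most in excess in OB-EB over MS-LS primitive streak cells, *Hsf2*, *Alyref*, *Slc39a1*, *Sp8* and *Rpgrip1*, fell again at EHF, a stage at which the paper does not discuss them. Over all cells of each library, *Alyref* was at 167 CPM at MS-LS, 2049.7 CPM at OB-EB and 224 CPM at EHF, and *Hsf2* at 41.2, 220.1 and 13.9 CPM. The median log2 ratio of EHF over OB-EB was −3.58, and all 5 genes were nearer to MS-LS than to OB-EB at EHF. In epiblast cells their median log2 ratio of MS-LS over OB-EB was −2.34, so the excess is not confined to streak cells. Depth does not explain the excess, since OB-EB cells had fewer UMIs and the log2 ratios in the streak remained below 0 without scaling to depth (−2.50 for *Hsf2* and −2.33 for *Alyref*). The values are those that a property of the OB-EB library alone would give, so a technical source in that library is a candidate explanation. A passing rise with stage in many cell types would give the same values, and with 1 library per stage it remains open and untested.

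*T* moved in opposite directions between MS-LS and OB-EB in different cell types. The log2 ratio of MS-LS over OB-EB was −1.75 (−2.02 to −1.49) in primitive streak cells, and in endothelial and blood cells (75 and 142 cells) it was 0.89 (0.24 to 1.55), from 143 and 77.3 CPM. The difference between these ratios was not tested, since each rests on 1 library per stage. *T* transcripts of streak cells in free RNA or doublets are excluded as the whole cause of the 0.89. They would bring *Eomes* as well, and at MS-LS the log2 ratio of endothelial and blood cells over streak cells was 0.47 (0.0062 to 0.91) for *T* and −2.51 (−3.27 to −1.83) for *Eomes*. Transcripts of other cells with *T* were not tested. For *T*, the ratio of MS-LS over OB-EB was below 0 in epiblast cells (−1.80), definitive endoderm cells (−0.99, −1.71 to −0.29) and over all cells (−1.31), so only endothelial and blood cells went the other way among these groups. A shift of *T* that is alike in every cell type would not give opposite signs, but a difference between the libraries together with a change in the endothelial and blood cells would. It cannot be told apart from a change with stage that differs between cell types, since stage and library are the same here.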

How the results depend on the processing

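Leaving doublets out of clusters already found, clustering the heart field cells on their own at resolution 1, and naming clusters without a margin between the best scores were chosen only after the data were seen. No paired analysis was possible because each stage has 1 library, so the groups compared share fewer than 2 replicate numbers.

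The number of cells left by the filter stayed within 1.5 times its value in all 9 alternative values, 3 for each library. Of the 38 directions listed in the Fig 9E sheet, 37 held in CPM, 35 among male cells, 36 after thinning and 37 under the other 6 alternatives. For the tdTomato shares of classes and sub-clusters, 113 of 141 alternative values lay within the counting interval of the reported share, and 28 moved beyond it. For the EHF genes, 131 of 154 alternative values lay within the interval, 19 moved, and in 4 a ratio that stood beyond counting error changed sign. For the streak genes these numbers were 329 of 397, 64 and 4. For the remaining 14 results (median UMIs per cell, shares of cells with a *Cdx1*, *Cdx4* or *Aldh1a2* UMI or a tdTomato UMI, and shares of female cells), 11 of 22 alternative values stayed within the interval and 11 moved. Centring the ratios on the median gene (0.13 for MS-LS over OB-EB primitive streak cells) and leaving out mitochondrial and ribosomal protein genes moved none of the streak ratios beyond its interval.

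At a threshold of 0.5 or of 0.1 on log-normalised tdTomato, the share of positive cells was 45.9% in the pSHF-like class, 45.5% in caudal mesoderm-like cells and 43.7% in the pSHF-like clusters of resolution 12. Both thresholds count a single UMI in deeper cells, which the threshold of 1 leaves out. Thinning to 2000 UMIs lowered the share of caudal mesoderm-like cells to 21.9%, since it removes UMIs. Among male cells the share was 0% of 3 pSHF-like cells, 0% of 7 notochord-like cells and 0% of 10 FHF-like cells of resolution 12, numbers too small to set against the other shares.

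The pSHF-like class depended most on how the cells were clustered. It grew to 212 cells with 12.3% positive when doublets were left out before clustering, and to 231 cells with 14.3% positive with Leiden clustering in scanpy. At resolution 2 it held 328 cells with 34.1% positive. The margin of 0.2 between the best scores, itself set after the clusters were seen, kept no cluster out of the FHF-like, pSHF-like, caudal mesoderm-like or notochord-like classes at resolution 4.5, but it decided both of the last values. Without it the share was 24.5% of 372 cells with Leiden clustering and 24.6% of 533 cells at resolution 2. Both lie close to the 24.6% of 61 cells at resolution 4.5. Leiden clustering gained mainly a cluster of 134 cells with 41.8% positive, which scored almost as high for the presomitic mesoderm. Resolution 2 gained a cluster of 205 cells with 9.27% positive, which scored almost as high for the anterior paraxial mesoderm. These additions moved the share in opposite directions, so the closeness does not show a stable share. Leaving doublets out before clustering gave 12.3% with or without the margin. Leaving the same doublets out of the clusters already found gave 25.9% of 58 cells, so the lower share comes with the new clustering and not with the loss of those cells, and what changed in the clustering was not tested. At resolution 12 the FHF-like share went from 1.41% of 71 cells to 3.47% of 144 cells without the margin, because cluster 20 then took the name. The log2 ratio of *Wnt2* in pSHF-like over FHF-like clusters then went from −0.94 to −0.32, within counting error. With doublets left out before clustering and with Leiden clustering, 2.33% of 86 and 4.07% of 123 FHF-like cells were positive, with or without the margin.

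*Fgf8* changed from higher in FHF-like than in pSHF-like cells (log2 ratio 1.31) to lower at resolution 2 (−0.91), at resolution 8 (−0.53) and with doublets left out before clustering (−0.53). Without the naming margin the ratio was 0.13 at resolution 8, −0.85 at resolution 2 and −0.53 with doublets left out, so the change at resolution 8 rests on the margin. With doublets left out of the clusters already found it was 1.25, so that change too comes with the new clustering. The cause of the change at resolution 2 was not tested. Among further clusterings, the *Fgf8* ratio was 0.47 with held-out genes allowed in, 0.057 with at least 2000 UMIs and 0.031 with Leiden clustering. At resolution 12 it was −0.48, or 0.15 without the margin. The value of 1.31 at resolution 4.5 was thus the highest among these clusterings. *Dkk1* changed sign among male cells (−2.43), which rests on 3 pSHF-like cells.

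Comparing mean UMIs per cell without regard to depth gave log2 ratios of MS-LS over OB-EB primitive streak cells of 2.27 for *Eomes*, −0.58 for *T*, 0.78 for *Mixl1* and 0.35 for *Fst*, the last 2 with the opposite sign to their CPM ratios. This setting adds the difference in depth between the groups to every ratio. By sex, *Eomes* was at 0.64 (−0.082 to 1.46) in male cells, *T* at −2.12 in female and −1.45 in male cells, *Mixl1* at 0.23 in female cells and *Mt2* at −0.60 in male cells, with *Mixl1* and *Mt2* changing sign. The cause was not tested.

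Depth limits the shares of cells with a UMI of rare transcripts. Thinned to 2000 UMIs, the share of MS-LS primitive streak cells with a *Cdx1* UMI was 0.314%. Thinned to 1500 UMIs, the shares of cells with a tdTomato UMI were 0.594% at MS-LS, 1.64% at OB-EB and 4.15% at EHF, and with log-normalised tdTomato above 1 they were 1.18% at MS-LS and 7.90% at EHF. The order of the libraries was the same under each. When 2 UMIs were needed to call the sex of a cell, 72.0%, 82.6% and 93.7% of the called cells at MS-LS, OB-EB and EHF were female, and the cause was not tested.

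Some alternatives gave no value. No cluster was named caudal mesoderm-like at resolution 2 or with doublets left out before clustering. Sub-clusters given by number have no counterpart when cells are clustered anew, so they have values only for settings that keep the clusters. Among male cells, 11 of the 15 ratios of FHF-like over pSHF-like cells, 4 of the 5 ratios of cluster 20 over cluster 23 and the ratio of *Hhex* between aPS and OB-EB primitive streak cells had too few UMIs.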

Differences from the paper's values

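Counting other vector sequences together with tdTomato and naming clusters without a margin were chosen only after the result was seen, and the other settings named here were planned.

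The share of pSHF cells with log-normalised tdTomato above 1 is the paper's 43.0% of 86 cells (43% in its text) and was 24.6% of the 61 pSHF-like cells here. The paper's text writes the threshold as scale data above 1, and its S6 sheet labels it as log normalised, the scale used here. The classes were rebuilt and need not hold the same cells. Among the alternatives set before the data were examined, a threshold of 0.5 or 0.1 (45.9% each), female cells alone (30.2% of 43) and resolution 2 (34.1% of 328) came within 1.5 times the paper's value, and male cells alone (0% of 3) were within counting error of it. At the same thresholds of 0.5 and 0.1 the paper's sheet has 69.8% and 70.9%, each more than 1.5 times the 45.9%, so a lower threshold on both sides leaves the difference. The value at resolution 2 rests on the naming margin, which was set after seeing the clusters. Without it the share there was 24.6% of 533 cells and still differed. Thinning (19.7%), the second EHF table (24.6%), resolution 8 (26.7% of 161), held-out genes allowed into the clustering (23.5% of 85), a minimum of 2000 UMIs (22.8% of 79), doublets left out before clustering (12.3% of 212) and Leiden clustering (14.3% of 231, or 24.5% of 372 without the margin) still differed.

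For the caudal mesoderm, the paper's share is 67.0% of 106 cells, and 29.5% of 156 caudal mesoderm-like cells were positive here. Only a threshold of 0.5 or 0.1 (45.5% each) brought the share within 1.5 times the paper's share above 1, and at these thresholds the paper's sheet has 87.7% each, so the difference stays when the same threshold is used on both sides. It still differed with thinning (21.9%), in female (28.9% of 76) and male cells (28.6% of 21), in the second table (29.5%), at resolution 8 (29.9% of 87), with held-out genes allowed in (30.4% of 158), with at least 2000 UMIs (30.3% of 152) and with Leiden clustering (29.6% of 108).

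For the notochord, the paper's share is 50% of 48 cells, against 20.5% of 44 notochord-like cells. It differed under every alternative set before the data were examined. Thresholds of 0.5 and 0.1 gave 25.0% each, and the paper's sheet has 58.3% and 62.5% there. Thinning gave 10.0%, female cells 23.5% of 17 and male cells 0% of 7. The second table, resolutions 2 and 8 and held-out genes allowed in gave 20.5% each. A minimum of 2000 UMIs gave 17.9% of 39, doublets left out before clustering 24.2% of 33 and Leiden clustering 18.2% of 55.

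The S6 Source Data counts the paper's 415 positive cells above 1 among the 3099 cells it lists, and the deposited EHF table has 276 among all 3494 cells. At thresholds of 0.5 and 0.1 the paper's numbers are 738 and 768, against 402 and 403 here, and both still differed. No alternative set before the data were examined adds tdTomato UMIs, and thinning removes some, so none closes this difference. The table has 403 cells with a tdTomato UMI in all, which bounds the number on any scale on which cells without a UMI are negative. Counting other vector sequences together with tdTomato, a setting chosen after seeing the values, reached or passed the numbers at all 3 thresholds in 20 of 32 sets, and the number above 1 in 23 sets.

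The Fig 9E sheet gives the paper's avg_logFC for *Arpc5l* in MS-LS over OB-EB primitive streak cells as 5.05. The formula on raw UMIs that gives the other 37 values gave 9.48. The same formula on log-normalised values, set before the data were examined, gave 0.39, which also differs. No setting reached the paper's value for this gene. The row's printed shares of cells, 73.3% and 31.7%, differ from those of *Arpc5l* as well, and all 3 printed values equal those of *Arpc2*, as a search made after seeing the values found.

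The paper lists *Lhx1* in the Fig 9E sheet as lower in the aPS than in OB-EB primitive streak cells, with a value of −0.353 in the paper's sheet, and its CPM was higher in the aPS (log2 ratio 1.60). The formula on raw UMIs gave −0.353 here as well, while the mean UMIs per cell and the mean log-normalised values were higher in the aPS. The paper states that the anterior paraxial mesoderm held no tdTomato-positive cells, with 0 of 75 in the paper's S6 sheet, and 8.05% of the 87 cells of the anterior paraxial mesoderm-like cluster were positive here. The paper finds no *Cdx1* in streak cells of either stage, and 3.57% of OB-EB primitive streak cells had a UMI against 0.454% of the other OB-EB cells. The paper gives a tdTomato share for the AHF, the paper's sheet having 10.3% of 87 cells, and no AHF-like class was named here at resolution 4.5 or 12. The paper finds *Fgf8* throughout its cluster 3 and *Tbx1* in a part of it. In unnamed cluster 20, which scored highest for that cluster's markers without meeting the naming rule, 32.9% and 16.4% of 73 cells had a UMI.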

Other observations

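The tests of *Eomes* alone and of *T* alone, by sex and outside the streak, the tests on other vector sequences and the search for the gene of the *Arpc5l* row were chosen only after the results were seen, and *Actb* was picked after its values were seen.

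The sheet behind Fig 9G and 9H, whose legend describes log2 expression, holds values close to whole numbers. All 4848 values of its 606 cells, 100%, lay within 0.01 of the UMI count of that gene and cell in the deposited tables, and 1850 of them were from cells with a UMI. The values are therefore raw UMIs with a small jitter and are not scaled to depth, although MS-LS primitive streak cells had a median of 5612 UMIs and OB-EB primitive streak cells 2809.5 UMIs. The held rows of the sheets behind S15 Fig are on another scale. In the held part of these sheets, the first 1999 rows for MS-LS and 1551 for OB-EB (398 and 1475 more were not held), all values lay within 0.01 of the log-normalised count, and 61 and 66 rows had a UMI. The OB-EB sheet also prints a negative mean for the lateral plate mesoderm group, which log-normalised counts cannot give. The scale of the rows that were not held is therefore not settled.

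In the Fig 9E sheet, the paper's avg_logFC values run from −39.4 to 18.2, a range that log fold changes of normalised values do not reach. For the same comparisons, the differences in the logarithm of 1 plus the mean depth-normalised value run from −1.32 to 1.56. A candidate explanation is that the differences were computed on raw UMI counts, and 37 of the 38 values equal that formula within 0.01. The exception is the row of *Arpc5l*, whose printed shares of cells with the gene, 73.3% and 31.7%, also differ from those in the tables, 78.6% and 32.5%. Of 15411 genes, 1 gene, *Arpc2*, gave both printed shares (within 0.001 as fractions) and the printed avg_logFC, which is consistent with the row holding the values of another gene. In CPM, in raw means and in mean log-normalised values, 37 of the 38 directions were as listed. The lower depth at OB-EB is excluded as the whole cause of the genes listed as higher at MS-LS, whose median log2 ratio in CPM, which is scaled to depth, was 1.60 over the 27 listed values.

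The S6 Source Data does not add up in places. At the threshold of 1, of 28 columns, 2 have counts that differ from the number of cells in their heading, with 288 negative and 11 positive neuroectoderm cells under a heading of 289, and 65 and 15 definitive endoderm cells under a heading of 66. In 3 columns the printed percent differs from the counts. The paper's sheet prints 71 for the Exe ectoderm where its counts give 0.402%, 1.27 for the surface ectoderm where they give 1.56%, and 61.5 for the intermediate mesoderm where they give 51.6%. Its 7 sub-cluster columns match the number in the paper's methods, which name clusters 1 to 6 and the anterior paraxial mesoderm. The shares the text gives for clusters 5 and 6 stand in columns 6 and 7 (33.9% of 59 and 73.9% of 23 cells), which leaves column 5, with 0 positive of 70 cells, for the anterior paraxial mesoderm, though the sheet does not name it.

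The pSHF-like class may hold paraxial mesoderm. Of the 12 genes of a somite list, 11 were listed in the table. Of the listed genes, 8 were not markers of a heart field or of the anterior paraxial mesoderm. *Dll1*, *Mesp2* and *Pcdh8* among the 8 were markers of the presomitic mesoderm, which was also scored in the naming. Of these 8 genes, 7 were higher in pSHF-like than in FHF-like cells, with a median log2 ratio of 2.52 at a pseudocount of 10 CPM, *Pax3* being the exception. Over cluster 3 the median was 2.34. The most abundant were *Aldh1a2* (278 CPM), *Pcdh8* (87.2 CPM) and *Notch1* (70.9 CPM). Of the 8 genes, 6 had a UMI in FHF-like cells as well, and 5 (*Aldh1a2*, *Tbx6*, *Ripply2*, *Mesp2* and *Pcdh8*) were picked by the study from this library, so the list is not independent of it. From a lateral plate list, 11 genes were not markers of a heart field or of the anterior paraxial mesoderm. They had a median of −1.76 over FHF-like cells, with none higher, and −0.090 over cluster 3. *Osr1*, *Foxf1*, *Hand1* and *Bmp4* among them were markers of other scored types. The class was named in part on *Meox1*, *Tcf15* and *Foxc2*, and the S6 sheet calls the population paraxial mesoderm. How much of the class is second heart field remains open.

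The higher tdTomato share of the pSHF-like class is not explained by free reporter RNA, which would give all classes a like low share. After thinning, 19.7% of pSHF-like cells and 0% of Exe ectoderm-like cells had a UMI. Depth is excluded as the cause of the difference from the FHF-like cells, which had 2.30% after the same thinning and a higher median of UMIs per cell. Whether 1 embryo with more recombination gave more cells to the pSHF-like class cannot be told apart from a difference between the fields, because only 3 pSHF-like cells were called male. In the pSHF-like clusters of resolution 12, 23.1% of 13 male and 27.8% of 79 female cells were positive, and the male interval overlaps that of male FHF-like cells. A difference between the fields in when their cells left the streak is what the paper proposes, and it stays open beside the class holding paraxial mesoderm.

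For *Eomes* and *T* in primitive streak cells, lower depth at OB-EB is excluded as the cause, since with every cell thinned the log2 ratio of MS-LS over OB-EB was −1.83 for *T* and 1.13 for *Eomes*. A single embryo could set the ratio of *Eomes*. In male cells it was 0.64 with a lower limit of −0.082, so for *Eomes* this cannot be told apart from a change with stage at this depth. For *T* it is excluded, with −1.45 in male cells and −2.12 in female cells, which come from different embryos. A difference between the libraries shared by other cells has the values it needs for *Eomes*, with 0.89 (0.60 to 1.19) in epiblast cells, with the same direction in definitive endoderm cells (1.66). For *T* it has the value it needs in epiblast cells, with −1.80 (−2.34 to −1.29) against −1.75 in the streak, while *T* was less changed in definitive endoderm cells (−0.99) and opposite in endothelial and blood cells (0.89, 0.24 to 1.55). For *T*, such a difference cannot be told apart from a change with stage, because the cell types disagree and each stage is 1 library. A change of *Eomes* with stage in several cell types would give the same values and was not tested. Over all cells of MS-LS, OB-EB and EHF, *T* was at 39.0, 96.5 and 89.2 CPM and *Eomes* at 132.7, 57.5 and 14.9 CPM. Both were nearer to OB-EB than to MS-LS at EHF, which a property of the OB-EB library alone would not give by itself. These levels are not those of streak cells, and each stage is 1 library.

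The Fig 9E genes showed their differences outside the streak too. The 11 genes listed as higher in MS-LS than in OB-EB primitive streak cells had a median log2 ratio of 1.12 in the streak, 0.83 in epiblast cells, 0.83 in definitive endoderm cells and 0.81 in endothelial and blood cells. The 4 genes listed as higher at OB-EB, *Abhd2*, *Amt*, *Fhl3* and *Notch2*, had −3.72 in the streak, −2.09 in epiblast cells, −2.19 in definitive endoderm cells and −2.49 in endothelial and blood cells. A difference between the libraries that is shared across cell types is consistent with both sets. The EHF library bears on whether OB-EB alone stands apart. For the 4 genes the median log2 ratio of EHF over OB-EB was −3.62 and all 4 were nearer to MS-LS, as a property of the OB-EB library alone would give. For the 11 genes it was 0.26 with 4 nearer to MS-LS, so for these a property of the OB-EB library cannot be told apart from a change with stage. *Actb* (GRCm38 chromosome 5, 142903115 to 142906754) followed the OB-EB pattern over all cells, at 2433 CPM (2409.9 to 2456) at MS-LS, 15008 CPM (14939.7 to 15077) at OB-EB and 1316 CPM (1301 to 1332) at EHF, from 43708, 182824 and 26822 UMIs. With 1 library per stage, a rise with stage at OB-EB remains open for all of these genes and was not tested.

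The deposited EHF table has fewer tdTomato-positive cells than the S6 sheet counts. A hypothesis was that other vector sequences were counted together with tdTomato there. Of 32 sets of sequences, 20 reached or passed the sheet's numbers at all 3 thresholds, and among them the lowest share of Exe ectoderm-like cells above 0.1 was 8.95%, where the paper's sheet has 3.41%. Of the 23 sets that reached the number above 1 alone, the lowest share was 7.78%. The hypothesis is therefore excluded for the sets that reach the numbers, and no other explanation was tested.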
